# The YBX3 RNA-binding protein posttranscriptionally controls *SLC1A5* mRNA in proliferating and differentiating skeletal muscle cells

**DOI:** 10.1016/j.jbc.2023.105602

**Published:** 2023-12-29

**Authors:** Silina Awad, William Skipper, William Vostrejs, Kendall Ozorowski, Kristen Min, Liva Pfuhler, Darshan Mehta, Amy Cooke

**Keywords:** YBX3, SLC1A5, SLC7A5, SLC3A2, amino acid transport, RNA-binding protein, C2C12 myoblasts, 3′ untranslated region (UTR)

## Abstract

In humans, skeletal muscles comprise nearly 40% of total body mass, which is maintained throughout adulthood by a balance of muscle protein synthesis and breakdown. Cellular amino acid (AA) levels are critical for these processes, and mammalian cells contain transporter proteins that import AAs to maintain homeostasis. Until recently, the control of transporter regulation has largely been studied at the transcriptional and posttranslational levels. However, here, we report that the RNA-binding protein YBX3 is critical to sustain intracellular AAs in mouse skeletal muscle cells, which aligns with our recent findings in human cells. We find that YBX3 directly binds the solute carrier (*SLC*)*1A5* AA transporter messenger (m)RNA to posttranscriptionally control SLC1A5 expression during skeletal muscle cell differentiation. YBX3 regulation of *SLC1A5* requires the 3′ UTR. Additionally, intracellular AAs transported by SLC1A5, either directly or indirectly through coupling to other transporters, are specifically reduced when YBX3 is depleted. Further, we find that reduction of the YBX3 protein reduces proliferation and impairs differentiation in skeletal muscle cells, and that YBX3 and SLC1A5 protein expression increase substantially during skeletal muscle differentiation, independently of their respective mRNA levels. Taken together, our findings suggest that YBX3 regulates AA transport in skeletal muscle cells, and that its expression is critical to maintain skeletal muscle cell proliferation and differentiation.

Skeletal muscle constitutes nearly 40% of the healthy adult body mass, and contributes significantly to multiple functions such as movement, metabolism, and a critical reservoir of amino acids and sugars like glucose (1, 2). It has become increasingly clear that posttranscriptional control is critical for development, growth, and repair in the skeletal muscle system, which demonstrates the need to understand posttranscriptional regulation in skeletal muscles (2). These emerging findings have led to studies aimed at developing RNA-based therapies for multiple debilitative muscular disorders including myotonic dystrophy (3), oculopharyngeal muscular dystrophy (4), and spinal muscular atrophy (5).

The Y-box proteins, YBX1 and YBX3, are nucleic acid binding proteins that have overlapping mRNA targets and regulatory functions (6, 7, 8). These proteins are broadly expressed during embryonic development, but upon birth, YBX3 is expressed predominantly in the heart, skeletal muscle, blood vessels, and testis (9, 10, 11). Interestingly, while both YBX1 and YBX3 mRNAs are highly expressed in the human skeletal muscle, only YBX3 protein is present offering a system to study YBX3 regulation independent of YBX1 (12). In C2C12 mouse myoblast cells, altered YBX3 expression resulted in myoblast differentiation defects through transcriptional regulation of myogenin; however, posttranscriptional control mediated by YBX3 has yet to be investigated (9).

We recently showed that in human cervical cancer cells, YBX3 stabilizes the mRNAs of the L1 amino acid transporter system comprised of two solute carrier (SLC) proteins, SLC7A5 and SLC3A2 (13, 14). Upon YBX3 knockdown (KD), the mRNA levels of the *SLC7A5* and *SLC3A2* transporter mRNAs significantly decreased, which reduced their protein levels and the influx of the amino acids imported by the complex (14). Importantly, skeletal muscle cells require the import of amino acids to maintain as a reservoir of amino acids in muscle protein and for muscle mass (1), yet posttranscriptional regulation of SLC transporters has not been explored in this system. SLC amino acid transporter expression is known to be highly coordinated and respond to extracellular stimuli in skeletal muscles (15, 16, 17, 18). For example, after resistance exercise and/or amino acid ingestion there is a marked increase in the mRNA and protein levels of SLC7A5, SLC3A2, SLC38A2, SLC36A1, and SLC7A1 in skeletal muscles (19, 20). This response has been implicated in amino acid exchange needed for protein synthesis as muscles remodel (19). Other amino acid transporters critical in muscle cell includes the glutamine transporter, SLC1A5 (21). Glutamine, a critical amino acid for skeletal muscle cell proliferation and differentiation, makes up approximately 50 to 60% of the total amino acid pool in skeletal muscle tissue (21, 22, 23).

We set out to identify genes that are posttranscriptionally controlled by YBX3 in skeletal muscle cells, in particular to determine if YBX3 directly binds and regulates SLC amino acid transporter mRNAs. We first depleted YBX3 in C2C12 mouse skeletal muscle cells during differentiation, and then performed transcriptomic analysis to identify candidates. As our previous results demonstrate YBX3 directly binds and regulates transporter mRNAs in human cells, we focused our analysis on amino acid transporters (14). Our RNAseq data revealed reduced *SLC1A5* mRNA in cells depleted of YBX3; however, *SLC7A5* and *SLC3A2* were not reduced as previously observed in HeLa cells (14). We found that YBX3 directly binds *SLC1A5* mRNA, and that YBX3 depletion specifically reduces SLC1A5 mRNA and protein expression during muscle cell differentiation. Importantly, upon YBX3 depletion, we find that intracellular amino acids directly (glutamine) and indirectly (branched chain amino acids) transported by SLC1A5 are reduced, and that YBX3 depletion impacts skeletal muscle proliferation and differentiation. Furthermore, we find a marked increase in YBX3 and SLC1A5 protein expression independent of changes in their mRNA levels. Taken together, our findings suggest that YBX3 posttranscriptional control is critical to maintain amino acid homeostasis, and that YBX3 expression is needed for skeletal muscle proliferation and differentiation.

## Results

### Identification of genes affected by YBX3 depletion in skeletal muscle cells

To identify genes whose expression is controlled by YBX3, we used high-throughput RNAseq in C2C12 mouse skeletal muscle cells depleted of YBX3 *via* siRNA. As YBX3 has known roles in differentiation (10, 24), we measured changes in transcript levels in myoblasts before (proliferating) and one day after differentiation initiation (differentiating) (Fig. 1*A*), which allowed for cells to be harvested concurrently at 48 h post siRNA transfection. 

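The RNAseq data came from 13 libraries of C2C12 cells, an established mouse myoblast line that differentiates into myotubes when the serum is changed. Proliferating myoblasts (0 day) were represented by 4 control KD and 4 YBX3 KD libraries, and differentiating myoblasts (1 day) by 2 control KD and 3 YBX3 KD libraries. The labels give each library a replicate letter from A to D and, in its title, a number; the letter and the number name different replicates at 1 day, and replicates are named here by their letters. The authors mapped the reads with Salmon and deposited estimated counts for each gene, as whole numbers and without normalization. Total counts ranged from 33451547 to 62261197 (median 43799119.5) in control KD at 0 day and were 37511347 and 52145571 in control KD at 1 day. They ranged from 41868570 to 71811371 (median 45969544) in YBX3 KD at 0 day and from 36819569 to 56778578 (median 39296290) in YBX3 KD at 1 day. From these counts, genes with too few counts for a test were removed with edgeR's filterByExpr, which left 16848 genes, and libraries were scaled by the TMM method. YBX3 KD was compared with control KD over both time points with the day as a term, and within each time point by contrasts of a model with 1 coefficient per group, fitted to all 13 libraries. A gene was called where the absolute fold change was above 1.3 and the adjusted p-value was under 0.001, the thresholds of the paper. The choice of test, the thresholds and the treatment of replicate letters could change the number of genes called. Abundances are given as CPM, the counts of a gene divided by the TMM-scaled total of its library and multiplied by the same constant in all libraries. Genes are given by their mouse symbols (Slc1a5 for SLC1A5).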

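Ybx3 (ENSMUSG00000030189) lies on chromosome 6 of GRCm39 from 131341810 to 131365448, on the minus strand. Its mRNA was at 311 ± 29.2 CPM (SD, n = 6) in control KD and 45.0 ± 13.2 CPM (SD, n = 7) in YBX3 KD, which is 14.5% of control. In proliferating myoblasts the levels were 307 ± 29.8 CPM (SD, n = 4) and 41.9 ± 3.71 CPM (SD, n = 4). In differentiating myoblasts they were 320.4 ± 36.9 CPM (SD, n = 2) and 49.1 ± 21.5 CPM (SD, n = 3). The 7 YBX3 KD libraries, from 28.7 to 71.5 CPM, were all below the 6 control KD libraries, from 265 to 347 CPM. The log2 fold change was -2.81 (standard error 0.17, adjusted p = 4.31e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -2.94 and -2.72. The highest level after YBX3 KD, 71.5 CPM, was in replicate C at 1 day.

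**Figure D1:**
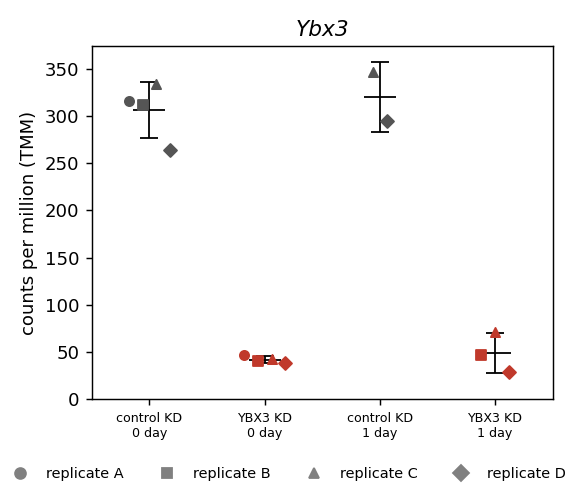
Ybx3 mRNA in CPM (vertical axis) in control KD and YBX3 KD at 0 day and 1 day, with a point for each library, its shape giving the replicate letter, and bars for the group mean and SD. The YBX3 KD libraries lie between 28.7 and 71.5 and the control KD libraries between 265 and 347.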

As expected, RNAseq data revealed that YBX3 mRNA was efficiently depleted (Figs. 1*B* and S1, *A* and *B*). In total, 55,642 transcripts were identified between the two time points with 68 transcripts changed in expression upon YBX3 depletion (absolute fold change > 1.3 with adjusted *p*-value <0.001, Fig. 1*B*). 

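The deposited table lists 55642 genes, of which 30314 had at least 1 count in at least 1 library. Among the genes tested over both time points, 19 were called. At an adjusted p-value under 0.05 with no fold change threshold there were 436 genes from the same test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest number of calls, 428, came from DESeq2 with the replicate letter as a block, a setting chosen after seeing the data. In 13 fits that each left out 1 library, between 9 and 21 genes were called, and 9 of the 19 genes were called in each of them. The lowest number, 9, was reached without control KD replicate A or C at 0 day and without YBX3 KD replicate A or C at 0 day.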

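Of the 19 genes called over both time points, 1 was higher and 18 were lower after YBX3 KD. The higher gene was Dglucy, with a log2 fold change of 0.61 (standard error 0.07, adjusted p = 6.66e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not called with the replicate letter as a block (adjusted p = 0.00163 in that fit). After Ybx3, the lower genes with the smallest p-values were Aph1b and Dcun1d4. Aph1b fell from 27.0 ± 1.02 CPM (SD, n = 6) to 11.4 ± 1.18 CPM (SD, n = 7), a log2 fold change of -1.24. Dcun1d4 fell from 31.0 ± 1.83 to 16.8 ± 0.678 CPM, a log2 fold change of -0.89. The other lower genes, of which those that neither the paper nor a rule set beforehand names were listed after their values were seen, included Foxk2, Qdpr, Purb, Cpne3, Anxa1, C1galt1, Eif5a2, Stim2, Srpra, Rpl4, Nbdy, Pygb, Zfp106 and Ift57, with log2 fold changes from -1.15 in Anxa1 to -0.49 in Pygb. Of the genes that the paper labels in Fig. 1B, Qdpr was at 51.8% of control and Purb at 60.0%. All 7 YBX3 KD libraries were below all 6 control KD libraries for Aph1b, Dcun1d4, Qdpr and Purb. The 3' untranslated regions of 13 of the 17 lower genes other than Ybx3 hold a match to the seed of 1 of the YBX3 siRNAs listed in Table S2, siRNA 08. Of the genes examined, 883 of 12930 hold this match. For any of the 4 YBX3 siRNAs the count was 15 of 17 (88.2%), against a mean of 33.0% in genes of like length. The paper does not say which of these siRNAs were transfected for the RNAseq.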

Of the identified transcripts, 34 had increased expression and 34 were reduced in their expression (Fig. 1*B*). 

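The difference in the YBX3 KD effect between proliferating and differentiating myoblasts was tested directly, as the interaction of siRNA and day. No gene was called, none had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 477 had an unadjusted p-value under 0.05 where 842.4 would be expected by chance. With DESeq2, 1 gene was called. With the replicate letter as a block edgeR called 0 genes, and DESeq2, a setting chosen after seeing the data, called 25 (8 higher, 17 lower). At 1 day the test rests on 2 control KD libraries. In simulated counts with 200 genes whose effect differed between the days by a log2 value of 1, 0% were called and 6% had an adjusted p-value under 0.05. With a difference of 2 on the log2 scale, 33% were called. For Ybx3 itself the log2 fold changes were -2.87 at 0 day and -2.71 at 1 day, a difference of 0.16 with a standard error of 0.34.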

The changes in expression upon YBX3 KD did not differ between proliferating and differentiating myoblasts (Fig. S1, *A*–*C*); therefore, we combined the two time points (Fig. 1*B*). 

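Abundance was compared with the median of the tested genes, 4.05 on the log2 CPM scale. Of the 19 genes called, 1 (5.26%, exact Clopper-Pearson 95% interval 0.133% to 26.0%) was below this median and 12 (63.2%) were above the 75th percentile. Over the 183 genes called with DESeq2, 85 (46.4%, interval 39.1% to 54.0%) were below the median. With the adjusted p-value threshold set to 0.05, 163 of 285 genes (57.2%, interval 51.2% to 63.0%) were. Rpl10 (ENSMUSG00000008682, chromosome X, 73314418 to 73316741), at the 99.4th percentile of abundance, was at 909 ± 113 CPM (SD, n = 6) in control KD and 843 ± 92.9 CPM (SD, n = 7) in YBX3 KD. Its log2 fold change of -0.12 (standard error 0.09) had an adjusted p-value of 0.529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the groups overlapped. Rpl4, which is labelled in Fig. S1D, fell from 1470 ± 117 CPM to 929 ± 93.1 CPM, with all 7 YBX3 KD libraries below all 6 control KD libraries. Its log2 fold change was -0.68 (adjusted p = 4.99e-04 from the same quasi-likelihood test), and it was not called with the replicate letter as a block (adjusted p = 0.00134). Rpl10a, a gene of a similar name that Table S1 lists, had a log2 fold change of -0.26 (adjusted p = 0.272).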

The majority of changes were among low abundant transcripts with only a few exceptions, *e.g.*, *RPL10* (Fig. S1*D*). These results suggest that YBX3 influences the expression of a select number of RNAs in mouse skeletal muscle cells.

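Over both time points, 2797 genes had an unadjusted p-value under 0.05. In simulated counts at this design, edgeR's test called 45.5% of 200 genes changed by 1 on the log2 scale and made 0 false calls. For genes changed by 0.5, it called 0% and found 18% at an adjusted p-value under 0.05, so that changes of this size were mostly not detectable with this test. DESeq2 called 21% of these 200 genes and found 39% at an adjusted p-value under 0.05, with 28 false genes there against 3 with edgeR. The simulated counts held no difference between replicates that genes share, so these numbers of false genes may be too low for the real libraries. The paper proposes that YBX3 influences the expression of a select number of RNAs in these cells.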

**Figure 1:**
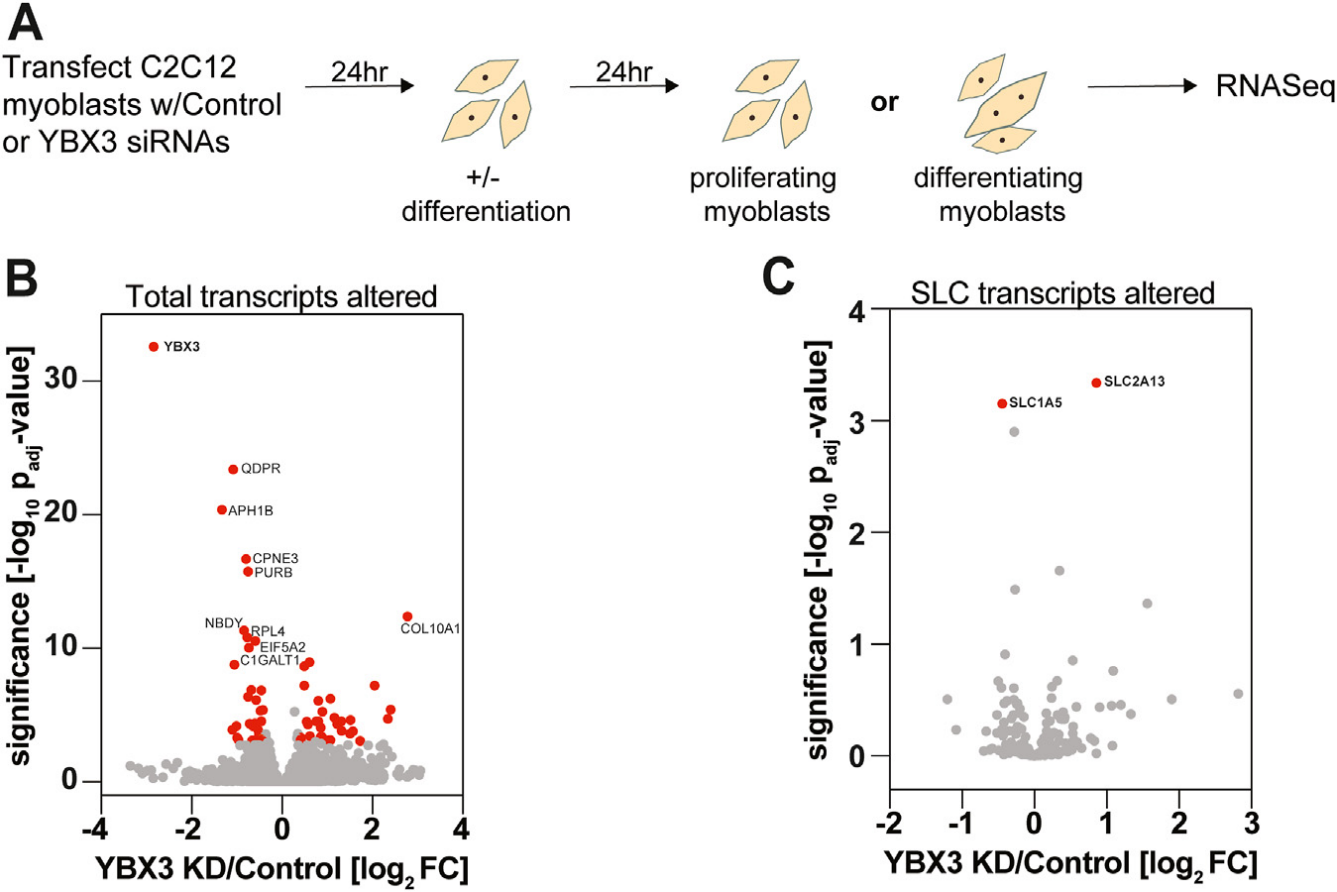
**Transcriptomic changes elicited by YBX3 knockdown in skeletal muscle cells.***A*, a schematic of an approach to identify genes affected by YBX3 knockdown (KD) in C2C12 skeletal muscle cells. Cells transfected with either nontargeting or YBX3 targeting small interfering RNAs (siRNAs) were differentiated or not 24 h (hr) posttransfection, followed by an additional 24 h incubation before samples were collected to assess changes in transcript levels *via* high-throughput RNA sequencing. *B*, volcano plot of altered transfect from cells in (*A*) that combines results from proliferating and differentiating myoblast results. RNAs were classified as significant (FC > ±1.3 and p-adjusted 0.001; *red dots*) or nonsignificant (*gray dots*). Labels of significantly altered transcripts with a p-adj of 0.0001 indicated. In total, 55,642 RNAs identified with 34 reduced and 34 increased upon YBX3 KD *versus* control KD. *C*, volcano plot of all *SLC* transcripts detected in RNA sequencing from (*B*). FC, fold change; SLC, solute carrier.

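Genes whose symbol begins with Slc and a digit numbered 380 in the deposited table, of which 337 had at least 1 count and 217 were tested. After YBX3 KD, 136 were higher and 81 were lower. None was called at the thresholds of the paper (0 of 217), adjusted over all genes or adjusted over the list alone, and 50 had an unadjusted p-value under 0.05. At an adjusted p-value under 0.05 there were 8 over all tested genes, 7 higher and 1 lower, and 10 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The setting with the most calls was DESeq2 with the replicate letter as a block, chosen after seeing the data. It called 4 SLC genes adjusted over all genes and 5 adjusted over the list alone.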

### YBX3 reduces SLC1A5 expression in mouse skeletal muscle cells

As skeletal muscle cells are a critical reservoir of amino acids in proteins (1, 2) and YBX3 posttranscriptionally regulates the L1 amino acid transporters mRNAs *SLC7A5* and *SLC3A2* in human cells (14), we focused on changes in SLC mRNAs (Fig. 1*C*). 

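Slc7a5 (ENSMUSG00000040010, chromosome 8, 122607884 to 122634433) was at 188 ± 28.2 CPM (SD, n = 6) in control KD and 169 ± 33.0 CPM (SD, n = 7) in YBX3 KD. The log2 fold change of -0.17 (standard error 0.13) was within the spread of the libraries (adjusted p = 0.541, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By replicate letter and day, Slc7a5 was lower in YBX3 KD in 5 of 6 pairs, counted after seeing the data. Across 29 settings its adjusted p-value ran from 0.0373 to 0.758, and it was called in 0 of them. Slc3a2 (ENSMUSG00000010095, chromosome 19, 8684245 to 8701108) was at 143 ± 20.0 and 146 ± 19.8 CPM, with a log2 fold change of 0.02 (standard error 0.11, adjusted p = 0.953) whose sign depended on the setting. Slc1a5 (ENSMUSG00000001918, chromosome 7, 16515265 to 16532731) was at 30.9 ± 3.40 CPM in control KD and 25.0 ± 2.41 CPM in YBX3 KD, or 81.0% of control. This was a log2 fold change of -0.31 (standard error 0.09, adjusted p = 0.0933 from the same test over all genes and 0.0807 adjusted over the list alone), and 3 of the 7 YBX3 KD libraries were below all control KD libraries. It ranked 12th by p-value among the 217 tested SLC genes. Paired by replicate letter and day, YBX3 KD was lower than control KD in 6 of 6 pairs, counted after seeing the data, and with the letter as a block the adjusted p-value was 0.00889. The control KD library of replicate D at 0 day had 24.8 CPM of Slc1a5, within the range of the YBX3 KD libraries (22.2 to 29.6 CPM), and its own pair 22.2 CPM. The log2 fold change was -0.36 without it. Across 29 settings the value stayed between -0.36 and -0.27, with adjusted p-values from 7.68e-06 to 0.232, and Slc1a5 passed both thresholds in 0 of them, since the log2 fold change stayed below the threshold of 0.379 in size. The fold change was -0.33 at 0 day and -0.27 at 1 day on the log2 scale. With a library left out it ran from -0.43 (without control KD replicate D at 0 day) to -0.29 at 0 day. At 1 day it ran from -0.39 (without YBX3 KD replicate B at 1 day) to -0.20. Both of these low ends were past 0.379 in size. Slc2a13 (ENSMUSG00000036298, chromosome 15, 91151898 to 91457464) rose from 2.74 ± 0.202 CPM to 4.77 ± 1.02 CPM, and all 7 YBX3 KD libraries were above all 6 control KD libraries. The log2 fold change of Slc2a13 was 0.81 (standard error 0.11, adjusted p = 0.00343 over all genes and 0.00185 adjusted over the list alone), the smallest p-value of the SLC genes, and DESeq2 called it.

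**Figure D2:**
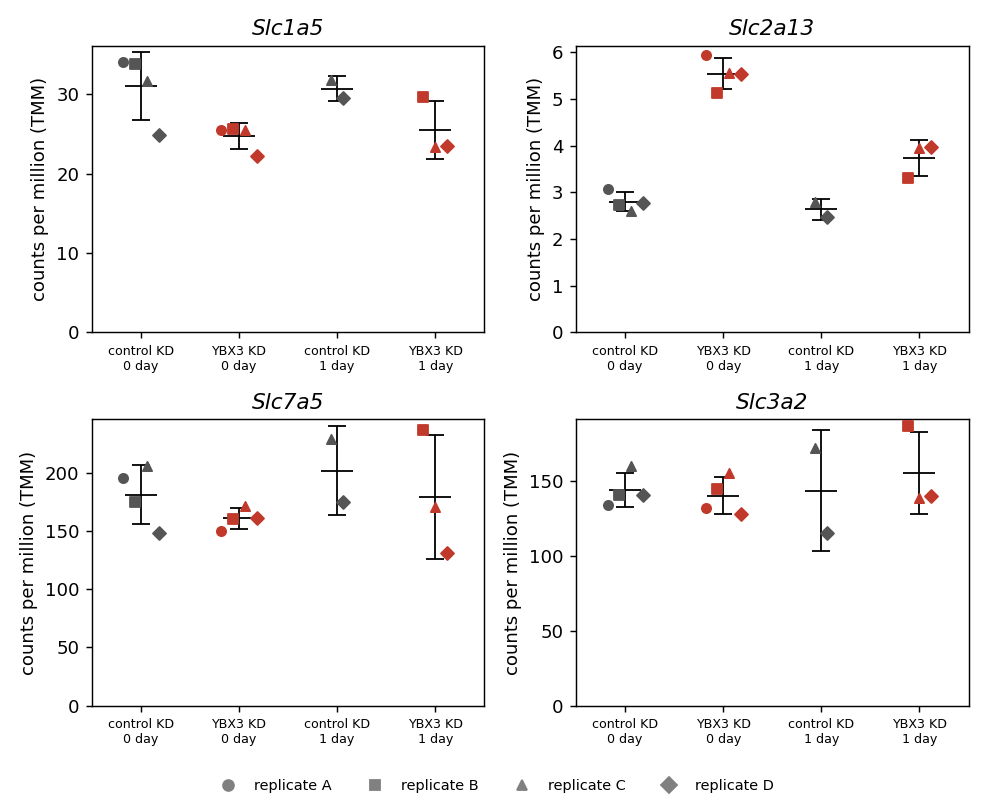
mRNA of Slc1a5, Slc2a13, Slc7a5 and Slc3a2 in CPM (vertical axes) in control KD and YBX3 KD at 0 day and 1 day, with a point for each library, its shape giving the replicate letter, and bars for the group mean and SD. Slc2a13 lies between 2.48 and 3.08 in the control KD libraries and between 3.30 and 5.95 in the YBX3 KD libraries, while the groups overlap for the other genes.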

Surprisingly, we found that YBX3 depletion in C2C12 does not alter *SLC7A5* and *SLC3A2* mRNA levels, but it does significantly reduce a neutral amino acid transporter (*SLC1A5* AKA *ASCT2*) and increase a novel gamma-secretase associated protein (*SLC2A13*) (Fig. 1*C*). Therefore, we focused on SLC1A5 expression as this protein imports neutral amino acids, in particular glutamine, which is critical during bone development in mice and skeletal muscle cell proliferation and differentiation (22, 23, 25). We first assessed the steady-state mRNA of *SLC1A5* in proliferating (Fig. S2) and differentiating myoblasts (Fig. 2*A*). In agreement with the RNAseq data, we found that *SLC1A5* mRNA is reduced using reverse transcription quantitative polymerase chain reaction (RT-qPCR), whereas the levels of *SLC7A5, SLC3A2*, and *SLC1A3* were not significantly altered in YBX3 KD C2C12 cells (Figs. 2*A* and S2*A*). Next, we tested if the changes in mRNA result in altered SLC1A5 protein expression in differentiating myoblasts. Immunoblot analysis revealed that SLC1A5 levels also decrease upon YBX3 KD, while actin (ACTB) was unaffected by YBX3 depletion (Fig. 2*B*). As expected, YBX3 was efficiently KD at both the mRNA (Figs. 2*A* and S2*A*) and protein levels (Fig. 2*B*). Additionally, the individual siRNAs used to deplete YBX3 resulted in similar reduction of YBX3 and SLC1A5 protein expression in differentiating myoblasts (Fig. S2*B*). Together, these data suggest that YBX3 controls the expression of SLC1A5 in mouse skeletal cells through the regulation of *SLC1A5* mRNA levels, which could be due to changes in transcription or mRNA stability or a combination of these processes.

**Figure 2:**
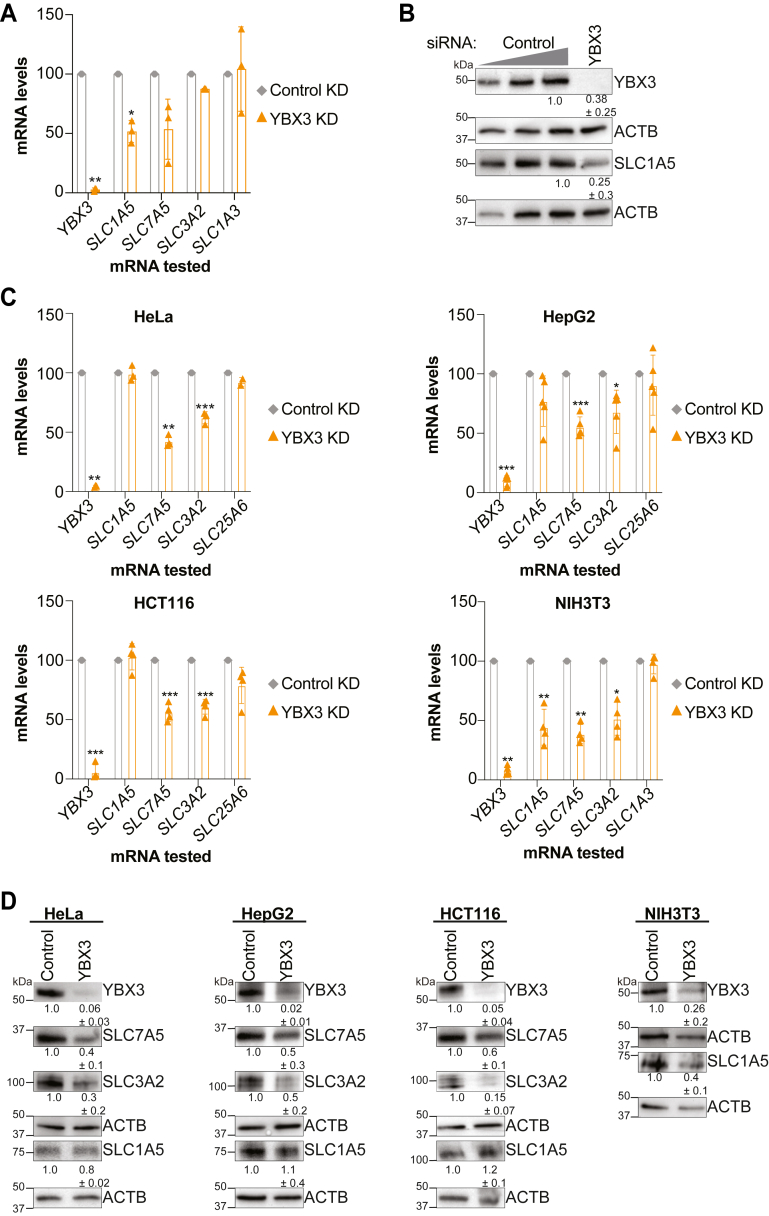
**YBX3 depletion reduces SLC1A5 expression in C2C12 and NIH3T3 mouse cells but not in HeLa, HepG2, and HCT116 human cell lines.***A*, reverse transcription quantitative polymerase chain reaction (RT-qPCR) of relative mRNA levels after YBX3 KD *versus* control KD in C2C12 cells 1-day post differentiation initiation. *B*, immunoblot analysis of protein levels for YBX3 and SLC1A5 expression along with actin loading control (ACTB) in differentiating myoblasts in C2C12 cells transfected with nontargeting or YBX3 targeting siRNAs. Lysates from cells treated with nontargeting siRNAs are loaded at 25%, 50%, and 100%. Protein quantifications (n = ≥3) and molecular mass markers are indicated. *C* and *D*, RT-qPCR analysis of relative mRNA levels (*C*) or immunoblot analysis of protein levels (*D*) after YBX3 depletion from indicated cell lines. Protein quantifications (n = ≥2) and molecular mass markers are indicated. All cells collected 48 h after siRNA transfection. ∗∗∗*p* < 0.001, ∗∗*p* < 0.01 and *p* < 0.05 with paired Student’s *t* test, n = ≥3. All RT-qPCR values normalized to *UBN1* (mouse cells) or *GUSB* (human cells) mRNA levels and protein levels to loading control ACTB. SLC, solute carrier.

### YBX3 regulates SLC1A5 in mouse cells but not in human cell lines

Next, we wanted to assess if YBX3 regulates SLC1A5 expression in human cells as our enhanced cross-linking, and immunoprecipitation (IP) data in HeLa show that YBX3 directly crosslinks to *SLC1A5* (14). SLC1A5 mRNA and protein levels are unaffected by YBX3 depletion in HeLa cells, while SLC7A5 and SLC3A2 mRNA and protein are reduced as expected (14) (Fig. 2, *C* and *D*). To assess if this is conserved between mouse and human lines, we tested the effects of YBX3 KD on these SLCs in other human (HCT116 and HepG2) and mouse cells (NIH3T3). We found that YBX3 KD reduces SLC1A5 mRNA and protein expression in NIH3T3 cells but not in any of the human cell lines, while SLC3A2 and SLC7A5 expression is affected in all human cell lines and NIH3T3 (Fig. 2, *C* and *D*). Taken together, these data suggest that YBX3 controls SLC1A5 expression *via* its mRNA in mouse cells but not in human cell lines.

### YBX3 and SLC1A5 protein expression increase during skeletal muscle differentiation

YBX3 and SLC1A5 protein expression was difficult to assess in myoblasts before differentiation initiation, that is, in proliferating myoblasts, yet both mRNAs were present (Figs. S1 and S2). Therefore, we next wanted to assess how these proteins were expressed throughout skeletal muscle cell differentiation. Surprisingly, there was a marked increase in YBX3 and SLC1A5 protein expression 1-day post initiation of differentiation, and a ∼2.5-fold and 5-fold increase of YBX3 and SLC1A5, respectively, by three days post initiation of differentiation (Fig. 3*A*). While YBX3 protein levels remained relatively constant between three and five days post initiation of differentiation, SLC1A5 expression increased by nearly 2-fold from three to five days post differentiation (Fig. 3*A*). Importantly, a well-established skeletal muscle differentiation marker (26), MYOD, decreases upon differentiation, as expected (Fig. 3*A*). We next assessed whether the increase in YBX3 and SLC1A5 protein expression is a result of higher levels of their respective mRNAs. The levels of *YBX3* mRNA did not significantly increase throughout skeletal muscle differentiation (Fig. 3*B*), while the levels of *SLC1A5* stayed relatively the same 1-day postdifferentiation initiation and then significantly decreased (Fig. 3*B*). The abundance of *SLC7A5* and *SLC3A2* mRNAs did not significantly change across differentiation, while the *SLC1A3* mRNA significantly decreased throughout differentiation (Fig. S3). These data suggest that the increase in YBX3 and SLC1A5 protein levels are not due to increases in the transcription rate or stability of their mRNAs.

**Figure 3:**
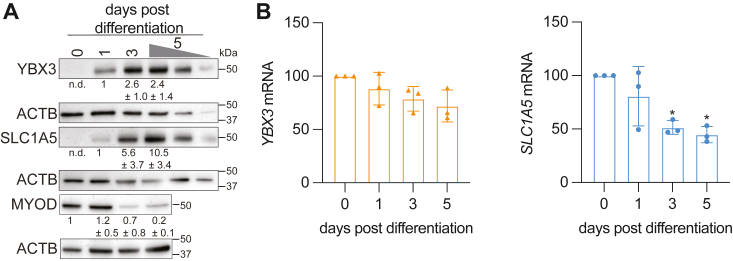
**YBX3 and SLC1A5 protein expression increase throughout differentiation independent of changes in mRNA.***A*, immunoblot analysis of protein levels for YBX3 and SLC1A5 expression along with the loading control, ACTB, and differentiation marker, MYOD. Lysates from cells that differentiated for 5 days are loaded at 100%, 50%, and 25% except for MYOD and its respective ACTB loading control. Protein quantifications (n = ≥3) and molecular mass markers are indicated, n.d. = not detected. *B*, RT-qPCR of *YBX3* and *SLC1A5* relative mRNA levels across 5 days of differentiation. ∗ = *p* < 0.05 with paired Student’s *t* test, n = ≥3. RT-qPCR values normalized to *UBN1* mRNA levels. RT-qPCR, reverse transcription quantitative polymerase chain reaction; SLC, solute carrier.

### YBX3 interacts with SLC1A5 mRNA in skeletal muscle

In human cells, YBX3 directly binds SLC mRNAs to control their levels (14). To determine if YBX3 interacts with *SLC1A5* mRNA in skeletal muscle, we performed a coimmunoprecipitation (co-IP) assay in C2C12 1 day after differentiation initiation. YBX3 was effectively pulled-down in the co-IP compared to controls (rabbit immunoglobulin G (IgG) and β-actin) (Fig. 4*A*). We analyzed the RNAs that were pulled-down with YBX3 using end point PCR and RT-qPCR (Fig. 4, *B* and *C*, respectively). As previously seen in human cells (14), we found that YBX3 interacts with the *SLC1A5* transcript; however, the control transcripts (*SLC1A3* and *UBN1A*) are not detected (Fig. 4*B*). We quantified the enrichment of *SLC1A5* mRNA bound by YBX3 using RT-qPCR, which revealed a significant enrichment in the YBX3 co-IP samples relative to the control IgG co-IP (Fig. 4*C*), while there was no enrichment of the *SLC1A3* or *UBN1* (Fig. 4*C*). Surprisingly, YBX3 binds both *SLC7A5* and *SLC3A2* mRNAs in mouse skeletal muscle cells (Fig. S4). These results demonstrate that YBX3 interacts with specific *SLCs* in mouse skeletal muscle cells. Combined with the YBX3 KD data, these results suggest that YBX3 binds *SLC1A5* to posttranscriptionally control SLC1A5 mRNA and protein levels.

**Figure 4:**
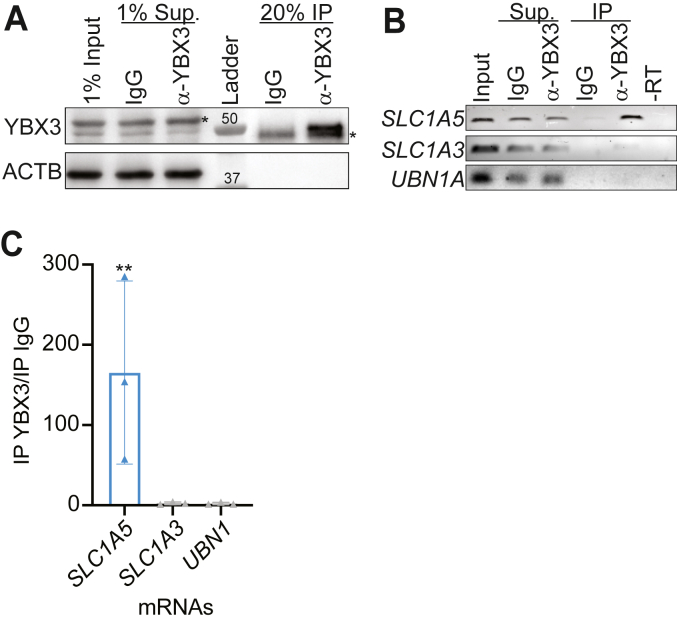
**YBX3 interacts with *SLC1A5* mRNA in skeletal muscle cells.***A*, immunoblot analysis of YBX3 in immunoprecipitation (IP) assay. YBX3 IP was performed alongside total rabbit IgG control IP with the same cell lysate from C2C12 1-day post differentiation initiation. Percent of the of the total lysate (input), unbound supernatant (sup) or IP samples from the YBX3 or rabbit IgG control IPs were assessed. Nonspecific bands indicated (∗) and actin (ActB) serves as a loading control. Protein quantification and molecular mass marker indicated. *B*, end point PCR of indicated mRNAs from each sample in (*A*), n = >3. *C*, RT-qPCR of indicated mRNA from IP samples plotted as a ratio of YBX3 IP/Control IP. *SLC1A3* and *UBN1A* are negative controls. RT-qPCR values normalized to input mRNA levels. ∗∗ = *p* < 0.01 with paired Student’s *t* test, n = 3. IgG, immunoglobulin G; RT-qPCR, reverse transcription quantitative polymerase chain reaction; SLC, solute carrier.

### YBX3 regulation of SLC1A5 mRNA is mediated *via* its 3′ UTR

In HeLa cells, the 3′ UTR of *SLC7A5* is necessary and sufficient for YBX3 to modulate SLC7A5 expression (14). Therefore, we sought to determine if the 3′ UTR of *SLC1A5* is required for YBX3 to posttranscriptionally control SLC1A5 expression in C2C12. We cloned the 3′ UTR of *SLC* transcripts (*SLC1A5*, *SLC7A5*, *SLC3A2*, and *SLC1A3*) downstream of the *NanoLuc* (*nluc*) reporter RNA. Each NLuc-SLC 3′ UTR was cotransfected with a *firefly luciferase* (*ffluc*) plasmid into YBX3 depleted C2C12 cells followed by luciferase analysis as a proxy for changes in expression (Fig. 5*A*). We found that the presence of the *SLC1A5* 3′ UTR is sufficient to significantly reduce NLuc activity in both proliferating and differentiating myoblasts, whereas the 3′ UTRs of the other *SLC* transcripts did not affect NLuc activity (Fig. 5*B*). Importantly, ffluc activity was unaffected by YBX3 KD when cotransfected with any of the NLuc-SLC 3′ UTR reporter plasmids in either proliferating or differentiating myoblasts (Fig. S5). Together, these data reveal that the *SLC1A5* 3′ UTR is sufficient for YBX3 to posttranscriptionally regulate SLC1A5 expression before and during differentiation.

**Figure 5:**
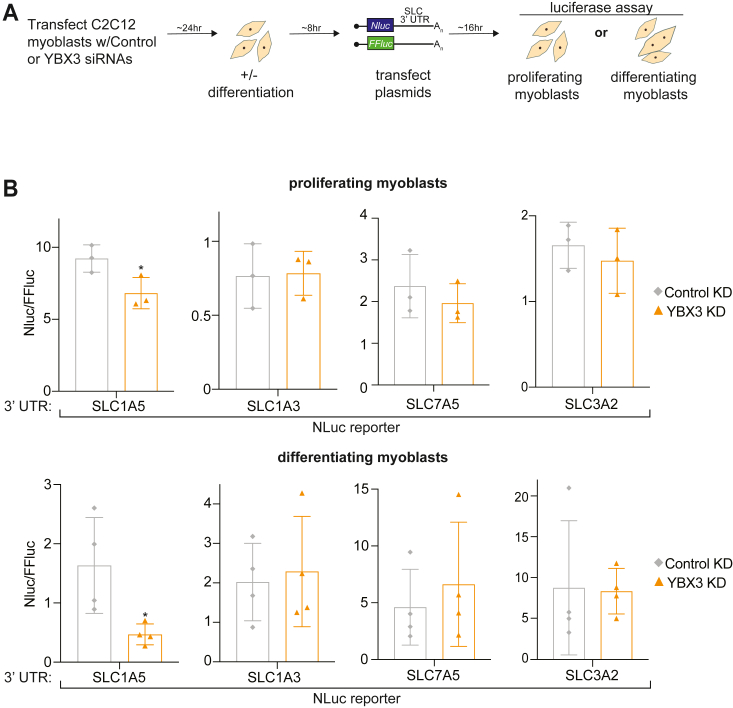
***SLC1A5* 3′ UTR is sufficient for YBX3 regulation.***A*, a schematic of an approach to determine if the *SLC1A5* 3′ untranslated region (UTR) is sufficient sufficiency for YBX3-mediated regulation in C2C12 cells. Cells transfected with either nontargeting or YBX3 siRNAs were either induced or not induced to differentiate 24 h after transfection followed by luciferase reporter plasmid transfection 8 h after cells were either differentiated or not and luciferase levels were assayed ∼16 h later. NanoLuc (NLuc) plasmids contained indicated *SLC* 3′ UTR; FFLuc plasmid with a B-globin 3′ UTR was used as a transfection and normalization control. *B*, dual luciferase assay of normalized NLuc reporter expression (NLuc/FFLuc) with the indicated *SLC* 3′ UTRs (*SLC1A5*, *SLC1A3*, *SLC7A5*, and *SLC3A2*) in proliferating (*top row*) or differentiating (*bottom row*) myoblasts. All dual luciferase assay data are displayed as single points, mean ±SD. ∗*p* < 0.05 with paired Student’s *t* test, n = 3 (proliferating myoblasts) or n = 4 (differentiating myoblasts) FFLuc, firefly luciferase; SLC, solute carrier.

### YBX3 regulates the intracellular levels of specific amino acids

SLC1A5 is a sodium dependent amino acid transporter that transports neutral amino acids, notably glutamine, across the plasma membrane (21). To determine if YBX3-mediated regulation of *SLC1A5* mRNA affects intracellular amino acid levels in C2C12 cells, we used a targeted approach of assessing intracellular glutamine across the initial days of C2C12 differentiation. In cells depleted of YBX3 by either the pool or a single YBX3 siRNA, glutamine levels were significantly reduced in proliferating (0-days) and differentiating (1-day) myoblasts, in comparison with control depleted cells (Figs. 6*A* and S6*A*). To determine if this reduction is specific to amino acids transported by the SLC1A5 we next assessed if YBX3 KD affects an amino acid not imported by SLC1A5. For this reason, we selected L-alanine, which is transported by the neutral amino acid transporter SLC1A4/ASCT-1 (27). In YBX3 depleted cells, there was no significant difference in the relative alanine levels compared to control depleted cells at any time point tested (Fig. 6*A*).

**Figure 6:**
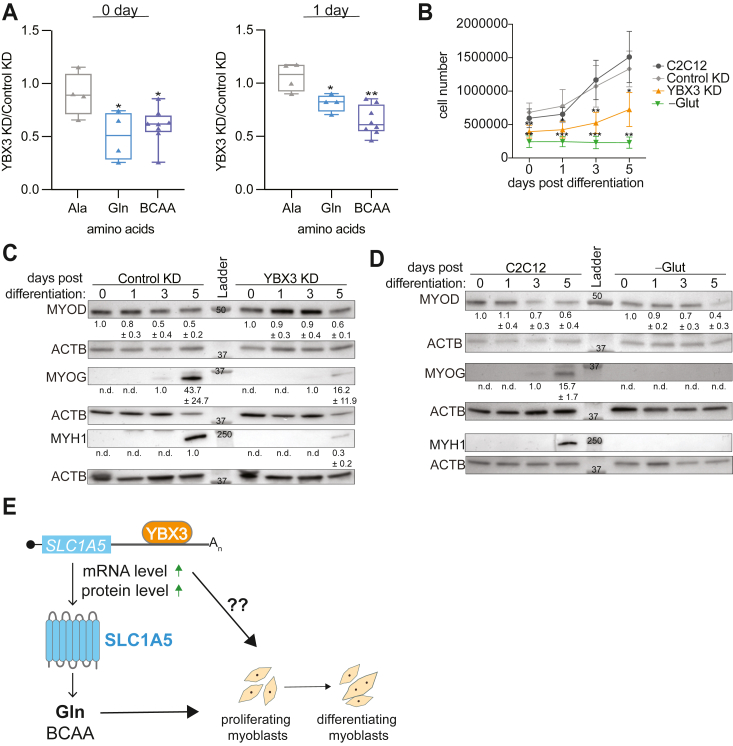
**YBX3 depletion specifically reduces intracellular glutamine and inhibits cell proliferation and differentiation.***A*, relative concentration of alanine (Ala), glutamine (Gln), or branched chain amino acids (BCAAs) in C2C12 cells transfected with nontargeting (control KD) or YBX3 siRNAs (YBX3 KD) before (0-days) or 1-day post differentiation (1-day). *Box plot* displays standard deviation and the *line* marks the median values for the replicates. Each point indicates a biological replicate, n = ≥3. ∗∗ = *p*-value <0.01 and ∗ = *p*-value <0.05 with paired Student’s *t* test. *B*, cell count of C2C12 cells transfected with nontargeting (control KD) or YBX3 (YBX3 KD) siRNAs and nontransfected cells with (-Glut) and without (C2C12) glutamine starvation using BioRad TC20 at 0, 1, 3, and 5-days post differentiation. ∗ = *p* < 0.05, ∗∗ = *p* < 0.01, ∗∗∗ = *p* < 0.001, n = ≥4. *C* and *D*, immunoblot analysis of protein levels for MYOD, MYOG, and MYH1 expression along with actin loading control (ACTB) at 0, 1, 3, and 5-days post differentiation in C2C12 cells (*C*) transfected with nontargeting or YBX3 targeting siRNAs or (*D*) nontransfected cells with and without glutamine starvation. Protein quantifications (n = ≥3) and molecular mass markers are indicated. *E*, schematic of model for YBX3 regulation of intracellular amino acid levels during differentiation through interaction and regulation of *SLC1A5* transcript. SLC, solute carrier.

It has been observed that SLC1A5 import of glutamine can be coupled with the SLC7A5/SLC3A2 bidirectional transporter system to export glutamine and import branch chained amino acids (branched chain amino acid (BCAA): leucine, isoleucine, and valine) (28, 29). Therefore, we next assessed whether BCAAs are affected by YBX3 depletion in mouse skeletal muscle cells during differentiation. We found that YBX3 KD reduces the levels of BCAAs in proliferating and differentiating myoblasts (Fig. 6*A*). Taken together, these results suggest that YBX3 depletion specifically alters the intracellular levels of amino acids that are direct substrates of SLC1A5 (*i.e.*, glutamine) or indirectly affected by SLC1A5 (*i.e.*, BCAA) through coupled transport, which impacts nutrient availability for these cells (Fig. 6*C*).

### YBX3 depletion impacts skeletal muscle proliferation and differentiation

Amino acid availability is critical during differentiation in many cell types including embryonic stem cells (30), T-cells (31) myocytes (32), and YBX3 has been shown to affect cell proliferation and differentiation (10, 24). To begin to assess if YBX3 posttranscriptional regulation of AA transporters is critical for skeletal muscle differentiation, we investigated the proliferation rate of C2C12 during differentiation when YBX3 is depleted. To do this, we counted the number of live cells in YBX3 KD compared to control KD or nontransfected cells (C2C12). In YBX3 depleted cells, there was a significant reduction in cell number measured at all time points tested (Fig. 6*B*). The rate of cell proliferation was reduced in YBX3 depleted cells compared to the controls, specifically between one day and three days post initiation of differentiation (Fig. 6*B*). Importantly, the amount of dead or dying cells was consistent between the three conditions (data not shown). These results suggest that YBX3 depletion does not increase cell death, but rather slows cellular proliferation during differentiation.

Next, we assessed if YBX3 depletion impacts skeletal muscle differentiation. To do this, we examined the protein expression of early (*i.e.*, MYOD) and late (*i.e.*, MYOG and MYH1) differentiation markers in cells depleted of YBX3 across differentiation (Fig. 6*C*). In YBX3 depleted cells, the reduction of MYOD was delayed, while the induction of MYOG and MYH1 was markedly reduced compared to controls (Fig. 6*C*). Both YBX3 and SLC1A5 protein expression was reduced compared to control KD cells throughout differentiation (Fig. S6*B*). 

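In the RNAseq libraries, Myod1 (ENSMUSG00000009471, chromosome 7) had 1.07 ± 0.400 CPM (SD, n = 6) in control KD and 2.34 ± 0.806 CPM (SD, n = 7) in YBX3 KD, a low abundance of 23 to 188 counts per library. Its log2 fold change of 1.09 (standard error 0.28) had an adjusted p-value of 0.0666 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5 of the 7 YBX3 KD libraries were above all 6 control KD libraries. Paired by replicate letter and day, Myod1 was higher in YBX3 KD in 6 of 6 pairs, counted after seeing the data. The range of its adjusted p-value over 29 settings was 7.57e-05 to 0.145. It was called in 1 of them, DESeq2 with the replicate letter as a block. Myog (ENSMUSG00000026459, chromosome 1) had 0.338 ± 0.303 CPM in control KD and 0.785 ± 1.20 CPM in YBX3 KD, from 2 to 129 counts per library, with a log2 fold change of 0.85 (standard error 0.82, adjusted p = 0.646). A single library, YBX3 KD replicate C at 1 day with 3.46 CPM of Myog, carried this difference, and without it the log2 fold change was -0.08. Without control KD replicate B at 0 day, with 0.888 CPM, the log2 fold change of Myog was 1.47. Myh1 (ENSMUSG00000056328, chromosome 11) had 10.2 ± 8.10 CPM in control KD and 19.9 ± 19.8 CPM in YBX3 KD, with a log2 fold change of 0.98 (standard error 0.83, adjusted p = 0.595). This was 0.23 without YBX3 KD replicate C at 1 day and 1.30 without control KD replicate B at 0 day. The libraries within a group differed by more than the groups did for Myog and Myh1, so that a change of the size measured here was not detectable.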

Of note, there is no change in the *MYOD*, *MYOG*, and *MYH1* mRNA levels observed in the RNAseq dataset (Fig. 1 and Table S1), which suggests that YBX3 depletion does not impact these mRNAs. Taken together, these data suggest that YBX3 expression is needed for both skeletal muscle proliferation and differentiation.

As YBX3 controls intracellular glutamine levels by posttranscriptional control of *SLC1A5* mRNA, we asked if cells starved of glutamine show similar effects on proliferation and differentiation as the YBX3 depleted cells. Not surprisingly, C2C12 cells starved of glutamine have decreased cell number and proliferation rate during differentiation (Fig. 6*B*), and neither late differentiation marker (MYOG or MYH1) was detected (Fig. 6*D*). The early differentiation marker, MYOD, had similar expression regardless of glutamine starvation, which could be due to MYOD protein expression before the onset of starvation (Fig. 6*C*). These data agree with previous findings showing glutamine is critical for skeletal muscle proliferation and differentiation (23, 33, 34, 35). The combined data suggest that YBX3 regulation of *SLC1A5* mRNA may be necessary to maintain the intracellular glutamine levels required for skeletal muscle cells to proliferate and differentiate (Fig. 6*E*).

## Discussion

Here, we report that the RNA-binding protein (RBP) YBX3 posttranscriptionally controls the mRNA of the amino acid transporter SLC1A5 (21), which in turn impacts intracellular amino acid levels during skeletal muscle differentiation. YBX3 depletion in C2C12 skeletal muscle cells significantly reduces the levels of *SLC1A5* mRNA levels during skeletal muscle differentiation (Figs. 1 and 2A) resulting in a decrease of SLC1A5 protein expression (Fig. 2*B*). Further, YBX3 directly binds the *SLC1A5* mRNA (Fig. 4), and the *SLC1A5* 3′ UTR is sufficient for YBX3 to regulate SLC1A5 expression in both proliferating and differentiating skeletal muscle cells (Fig. 5). YBX3 regulation of *SLC1A5* influences the intracellular levels of glutamine and BCAA during differentiation (Fig. 6*A*), and YBX3 depletion or glutamine starvation impairs skeletal muscle proliferation and differentiation (Fig. 6, *B*–*D*). In addition, we find that YBX3 and SLC1A5 protein expression strikingly increase during skeletal muscle differentiation, but there is no coinciding increase in mRNA expression for either transcript (Fig. 3). Taken together, these data suggest that YBX3 posttranscriptionally controls nutrient availability *via* direct control of the *SLC1A5* amino acid transporter mRNA, which may be needed to maintain intracellular glutamine levels necessary for proliferation and differentiation.

YBX proteins are known to broadly bind RNAs, which presents challenges to identify RNAs that are not only bound but regulated by YBX proteins (7, 36, 37). Our results reveal that YBX3 posttranscriptional control of amino acid transporter mRNAs occurs in both human and mouse cells; however, the SLC mRNAs regulated are distinct depending on the species and cell line (Fig. 2). Based on our previous eCLIP data in HeLa cells, YBX3 binds *SLC1A5* mRNA within the 3′ UTR (14); however, YBX3 does not regulate *SLC1A5* in HeLa or any of the other human cells tested here (Fig. 2). Interestingly, we find that *SLC7A5* and *SLC3A2* mRNAs are bound by YBX3 in mouse C2C12 cells (Fig. S4); however, these mRNAs are not significantly altered in YBX3 depleted C2C12 cells (Figs. 1 and 2A). RBPs, like YBX3, often form complexes with other proteins and regulatory RNAs on target mRNAs, collectively known as messenger ribonucleoprotein particles (mRNPs) (38, 39, 40). The make-up of these mRNPs is determined by a complex set of determinants including regulatory elements within the mRNA, modifications of either the mRNA or binding factors, and cellular context or expression (38, 39, 40). To assess potential differences in mRNA regulatory elements, we examined differences in the 3′ UTR sequence between species. Our analysis indicates that the 3′ UTR of *SLC1A5* is ∼52.5% and *SLC7A5* is ∼41.9% identical between mouse and human transcripts, and that the length and sequence of the 3′ UTRs are highly conserved across eukaryotes (41). Therefore, one intriguing possibility is that YBX3 binds these *SLC* mRNAs in all cellular contexts but the composition of the mRNP complex varies from humans to mice resulting in altered regulation; for example, a protein partner that regulates *SLC1A5* in mice is not expressed in humans and vice versa for *SLC7A5/SLC3A2* mRNAs in C2C12 cells. Further investigation into the mRNA regulatory elements and mRNP complexes formed on these mRNAs within different cellular contexts will help characterize how YBX3 binding in one context results in regulation while interaction in another context does not.

Our results highlight YBX3 as an RBP that directly binds and regulates *SLC1A5* during skeletal muscle cell differentiation. One observation for both YBX3 and SLC1A5 expression is the dramatic increase in protein expression without a concomitant increase in either transcript. (Fig. 3). In fact, our data show *SLC1A5* significantly decreases while its protein levels increase at later time points in differentiation (Fig. 3). This suggests there may be additional mechanisms to promote SLC1A5 protein expression, *e.g.*, translational control or protein stability. Additional experiments are needed to determine if these regulatory controls are YBX3-dependent or independent mechanisms. Lastly, it remains to be determined whether YBX3 regulation of intracellular amino acids is required for skeletal muscle proliferation and differentiation. The reduced rate of proliferation and impaired differentiation when YBX3 is depleted suggests that YBX3 is necessary for these processes. Glutamine is also critical for these processes, as cells starved of glutamine have drastic effects on proliferation and differentiation. As YBX3 regulates the mRNA of the glutamine transporter SLC1A5, this provides a potential link between YBX3 posttranscriptional control and these cellular processes. However, as YBX3 regulates other transcripts during differentiation, the effects on proliferation and differentiation could be due to reduced amino acid levels, regulation of other processes, or a combination of the varied processes YBX3 regulates.

We set-out to identify genes that are posttranscriptionally regulated by YBX3 in skeletal muscle. We focused on SLC1A5 due to its role in amino acid import, and our recent results linking YBX3 regulation to amino acid homeostasis in human cells (14, 21, 25, 28). However, these data reveal other potential YBX3 regulated genes in mouse skeletal muscle (Fig. 1 and Table S1). Gene ontology analysis did not reveal any obvious related biological processes or molecular functions between the genes with altered expression in YBX3 depleted cells. 

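The gene ontology was not used here. Of the 19 genes called over both time points, 1 (Rpl4) belonged to any of 11 lists of genes, which covered ribosomal proteins, collagens, SLC transcripts, the Serpinb9 family, proliferation, muscle differentiation and the responses to oxidative stress, amino acid shortage and interferon. Tests of whole lists use the fold changes of all members, called or not. With limma's camera at a preset inter-gene correlation of 0.01, 10 of the 11 lists had an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment. With limma's fry, which needs no preset correlation, 4 did, and with the correlation estimated for each list, 0 did, where 3 lists had an unadjusted p-value under 0.05.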

Genes with decreased expression upon YBX3 depletion included three dehydrogenases (Nad(P)H dehydrogenase, quinone 1 (NQO1) (42, 43), glucose-6-phosphate dehydrogenase X-linked (G6PDX) (44), and phosphogluconate dehydrogenase (PGD) (45)), which further links YBX3 regulation to cellular energy. 

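G6pdx (ENSMUSG00000031400, chromosome X, 73449857 to 73472819) fell from 233 ± 12.9 CPM (SD, n = 6) in control KD to 176 ± 10.9 CPM (SD, n = 7) in YBX3 KD, and Pgd (ENSMUSG00000028961, chromosome 4, 149233246 to 149251228) fell from 311 ± 22.7 to 237 ± 22.0 CPM. For both, all 7 YBX3 KD libraries were below all 6 control KD libraries. The log2 fold changes were -0.41 (standard error 0.05, adjusted p = 0.00234) for G6pdx and -0.40 (standard error 0.07, adjusted p = 0.00987) for Pgd in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that neither passed the threshold of 0.001, while DESeq2 called both. Nqo1 (ENSMUSG00000003849, chromosome 8, 108113835 to 108129934) fell from 93.1 ± 22.6 to 57.8 ± 12.3 CPM, with 6 of the 7 YBX3 KD libraries below all control KD libraries. For Nqo1 the log2 fold change was -0.69 (standard error 0.17, adjusted p = 0.0594), and limma-voom called it. At 0 day the log2 fold change of Nqo1 was -0.96 and at 1 day -0.22, a difference of 0.74 with a standard error of 0.30 (adjusted p = 1.00 from the quasi-likelihood test of the interaction). No gene had a smaller adjusted p-value in that test, so that a difference between the days stays open for Nqo1. The highest control value of Nqo1, 136 CPM, was in replicate D at 0 day, and without that library the log2 fold change over both time points was -0.56.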

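Col5a1 (ENSMUSG00000026837, chromosome 2, 27776397 to 27929526) rose from 1533 ± 107 CPM (SD, n = 6) in control KD to 2041 ± 319 CPM (SD, n = 7) in YBX3 KD, and Col5a2 (ENSMUSG00000026042, chromosome 1, 45412554 to 45542442) rose from 1529 ± 64.3 to 2158 ± 277 CPM. Both were among the most abundant tested genes, above the 99.8th percentile. Their log2 fold changes were 0.42 (standard error 0.07, adjusted p = 0.00954) and 0.51 (standard error 0.07, adjusted p = 0.00430) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col10a1 (ENSMUSG00000039462, chromosome 10) and Col6a4 (ENSMUSG00000032572, chromosome 9) were near the low end of abundance. Col10a1 rose from 0.294 ± 0.119 to 1.30 ± 0.505 CPM, with 7 to 136 counts per library and a log2 fold change of 2.22 (standard error 0.30, adjusted p = 0.00285). Col6a4 rose from 0.650 ± 0.132 to 1.64 ± 0.173 CPM with a log2 fold change of 1.35 (standard error 0.16, adjusted p = 0.00106). All 7 YBX3 KD libraries were above all 6 control KD libraries for Col10a1, Col6a4 and Col5a2. Over both time points none of the 4 passed the adjusted p-value of 0.001, and all 4 were called with DESeq2. In proliferating myoblasts alone Col10a1 was called by the quasi-likelihood test. Of the 34 collagen genes tested, 31 were higher and 3 were lower, with a median log2 fold change of 0.47, and the list was higher by camera (adjusted p = 5.84e-11) and by fry (adjusted p = 0.00628). The 30 collagen genes without these 4 had a median of 0.43, and 27 of them were higher.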

Multiple collagen type (COL10A1, COL6A4, COL5A1, and COL5A2) mRNAs were increased in expression in YBX3 depleted cells. Collagen is the most abundant component of skeletal muscle extracellular matrix providing critical functions in tissue elasticity, contractile force, differentiation, and growth. Interestingly, KD of COL5A1 in mouse muscle stem cells resulted in an upregulation of differentiation markers (MYOD and MYOG) and for the cells to differentiate from a quiescent state (46). Consistent with these results, YBX3 depletion impairs differentiation and results in an increase of *COL5A1* mRNA. 

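By time point, Col5a1 mRNA was at 1567 ± 111 CPM (SD, n = 4) in control KD and 2294 ± 34.9 CPM (SD, n = 4) in YBX3 KD in proliferating myoblasts. In differentiating myoblasts it was at 1465 ± 78.7 CPM (SD, n = 2) and 1704 ± 72.2 CPM (SD, n = 3). The log2 fold changes were 0.55 (standard error 0.07, adjusted p = 0.00826) and 0.22 (standard error 0.10, adjusted p = 0.621) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the 2 time points, -0.33, had an adjusted p-value of 1.00 over all genes in the same test of the interaction. No gene had a smaller adjusted p-value in that test. It thus leaves open whether the effect of YBX3 KD on Col5a1 differed between the time points. Over both time points, 6 of the 7 YBX3 KD libraries were above all control KD libraries.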

Future studies could examine if YBX3 regulation of collagen expression is critical for differentiation. Overall, a better understanding of the unknown relationship between YBX3 and collagen offers another potential line of investigation regarding YBX3 regulation (47). To fully characterize YBX3 posttranscriptional regulation in skeletal muscle cells, further research needs to be done to determine if YBX3 directly binds to regulate these mRNAs, or if the observed changes are due to indirect effects. Regardless, as SLC amino acid transporters are dynamically expressed and critical for skeletal muscle differentiation (19, 20, 21, 22, 23), understanding YBX3 posttranscriptional regulation of SLC mRNAs will provide insight into the regulatory networks governing this process.

## Experimental procedures

### Experimental model and cell culture

All mammalian cells (mouse and human origin) were grown at 37 °C and 5% CO2 in Dulbecco’s modified Eagle media (DMEM) (GIBCO, #R11965-092) with 10% fetal bovine serum (GIBCO, #R16000-044), 1% penicillin/streptomycin (GIBCO, #R15140-122, and 1% L-glutamine (GIBCO, #R25030-081) except HCT116 cells. HCT116 cells (human origin) were grown in McCoy’s 5A Medium (Sigma-Aldrich, M8403), with all other growth conditions consistent with the conditions used for the other cell lines. To induce differentiation, differentiation media (DMEM with 10% Horse Serum (GIBCO, #26050088), 1% penicillin/streptomycin and 1% L-glutamine) was added to the cells 1 day after siRNA transfection. Cells were harvested 24, 72, and 120 h after inducing differentiation.

### SiRNA reverse transfection

Cells were grown until approximately 80% confluent, trypsinized (0.05%, #R25300-054, GIBCO) and counted (Bio-Rad TC20). Approximately 200,000 cells were seeded into each well in a 6-well plate for reverse transfections following the manufacturer’s recommendations (Lipofectamine RNAiMax, Invitrogen, #137780755). Control and YBX3 siRNAs were used from Dharmacon (all siRNA sequences are located in Table S2). Cells were harvested 48, 96, and 144 h after transfection depending on the experiment. Control conditions included cells transfected with nontargeting siRNAs (control KD; C2C12, HCT116, HepG2, and NIH3T3), and nontransfected cells (C2C12).

### Sample preparation for RNaseq

High-throughput library preparation using Illumina stranded mRNA kit (#20040534). RNA integrity was assessed with Agilent bioAnalyzer. Barcoded and stranded RNaseq libraries were prepared from high-quality total RNA samples (500 ng/sample) using the Illumina TruSeq RNA Sample Preparation v2 Kit. 

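The deposited counts summed to 47037028 ± 11021650 (SD, n = 13) per library. These are estimated counts on genes, which leave out the reads that were not mapped. Between 99.96% and 99.97% of the counts of each library were on the tested genes. The 10 most abundant genes held between 5.11% and 7.42% of the counts, and TMM factors lay between 0.969 and 1.02. This depth limits the precision for genes with few counts such as Myog.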

Obtained libraries that passed the quality control step were pooled in roughly equimolar amounts then sequenced on a NovaSeq 6000 SP flowcell to 100 bp using 10 × 10 bp indexing reads to read the barcodes generating 51 million reads (MR) ± 12 MR per sample, with a minimum of 37.44 MR of approximately 85 nucleotides each.

### RNaseq data analysis

The reads were aligned with SALMON for mapping directly to the genome to the GRCM39 genome using Gencode M30 (canonical list) with a mapping efficiency of 80 to 90%. 

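All values in the deposited table were whole numbers, with 0 that were not, although Salmon's estimates need not be whole. Salmon assigns reads that fit several transcripts by their estimated shares, so that genes with near-identical copies can exchange counts. The mapping used Gencode M30, while gene symbols, positions and transcripts are taken here from GENCODE vM39 on the same GRCm39 build. By Ensembl identifier, 54969 of the 55642 genes (98.8%) were found in it.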

Significantly expressed genes were determined with DESeq2 (48) comparing YBX3 KD samples against control KD (absolute fold change >1.3, p-adj <0.001) with independent hypothesis weighting for false discovery rate control under multiple hypothesis testing (49).

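DESeq2 was run on the deposited counts with the day as a term, its own size factors and independent filtering, and a plain Benjamini-Hochberg adjustment in place of independent hypothesis weighting. At the thresholds of the paper it called 183 genes over both time points, 101 higher and 82 lower, which included all 19 genes called by edgeR's quasi-likelihood test. Without the day as a term it called 182. In simulated counts with 200 genes changed by 1 on the log2 scale, DESeq2 recovered 62.5% and made 5 false calls. The simulated counts held no difference between replicates that genes share, so that false calls in the real libraries may be more. With the siRNA labels exchanged among the real libraries of each day, DESeq2 called up to 161 genes.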

### RNA harvesting and purification

One well of each condition was maintained according to cell culture protocol in a 6-well plate. Cells were harvested at the indicated time points: 0D (48 h after siRNA transfection), 1D postdifferentiation 48 h after siRNA transfection, but differentiated), and 3D postdifferentiation (4 days after siRNA transfection). The adherent cells were washed with PBS, and then scraped in 500 μl of PBS twice. They were then collected in a microfuge tube and spun at 1000 relative centrifugal force for 5 min. The supernatant was removed and the cell pellets were stored at −80 °C. RNA was purified using the GeneJET RNA purification kit (cat#K0731, Thermo Fisher Scientific), and the RNA quality was assessed through gel electrophoresis.

### Reverse transcription quantitative PCR

Five hundred nanograms of total RNA harvested was used to synthesize complementary DNA (cDNA) using Superscript III reverse transcriptase from the First Strand cDNA Synthesis kit (cat#18080051, Thermo Fisher Scientific). Quantitative polymerase chain reaction (RT-qPCR) was performed using Sybr-Green qPCR Master Mix (cat# 4309155, Applied Biosystems) using primers listed in Table S2 or in previously reported research (14). All experiments were normalized to the housekeeping genes *UBN1* for mouse cells and *GUSB* for human cells.

### Branched chain amino acid, L-Alanine and L-glutamine assays

C2C12 cells were grown in accordance to the conditions outlined above. Once confluent, cells were seeded into 6-well plates and transfected. Twenty-four hours following reverse transfections, differentiation was induced in designated wells. After the differentiation period, cells were washed with 1x PBS, trypsinized, resuspended in DMEM (cat# R11965-092, GIBCO), and counted (Bio-Rad TC20). Cells were then spun down, supernatant was removed, and pellets were resuspended in 1x PBS. Amino acid concentrations were determined using the Bioassay Systems EnzyChrom Glutamine Assay Kit (EGLN-100, BioAssay Systems), Abcam BCAA Kit (cat# ab83374, ABCAM) and the Abcam L-Alanine Assay Kit (cat# ab83394, ABCAM) according to the manufacturer’s recommendations using the Tecan F200 Colorimetric Microplate reader. Absorbance was measured at 570 nm (glutamine and L-alanine) and 450 nm (BCAA) in a Corning Costar 96-Well, Cell Culture-Treated, Flat-Bottom Microplate.

### Data analysis

Microsoft Excel was used to organize the data output for all experiments. The control and experiment C_T_ values were compiled and compared using the ΔΔCt method. Threshold cycle (C_T_) values (measurements of the number of replications to reach certain values) were used to assess the copies of target mRNA transcripts of YBX3. Measured mRNA levels were compared relative to the value of the nontargeting (control KD) samples of the corresponding day of differentiation. For the BCAA and L-alanine measurements, cell counts were used to standardize amino acid measurements. Prism was used to create plots, error bars, and statistical analysis. All RT-qPCR data and amino acid quantifications are displayed as single points, mean ± SD. A Student’s *t* test was used to determine significance in values for control *versus* YBX3 KD siRNA samples comparing the ΔCt values from different biological replicates for each condition.

### Coimmunoprecipitation assay

C2C12 cells were grown until 70 to 80% confluent, after which differentiation was induced using 10% horse serum in complete media. Twenty-four hours later, the differentiated cells were collected by scraping in PBS and centrifuged to collect a cell pellet. About 20 million cells were collected for each IP sample. Cells were lysed using 50 mM Tris–HCl (pH 7.4), 150 mM NaCl, 1% NP-40, 5 mM EDTA (pH 8.0), 0.1% SDS, 1× Protease Inhibitor cOmplete Mini EDTA-free (Sigma-Aldrich, cat# 11836170001), and rRNAsin (Promega, cat# 21586406), and then centrifuged at 4 °C for 10 min at 10,000*g*. IP was performed using Dynabeads Protein A (Novex, cat# 10001D) with 3 μg of the following antibodies: ZONAB (YBX3) (Bethyl, cat# A303-070A) and Rabbit IgG (Bethyl, cat# P120-201). The supernatant was saved for analysis. The beads were washed with 50 mM Tris–HCl (pH 7.4), 500 mM NaCl, 1% NP-40, 5 mM EDTA (pH 8.0), 0.1% SDS, 0.5% Triton-X 100, 1X Protease Inhibitor. The beads were then eluted in 1X PBS, 0.02% Tween-20 (pH 7.4), 1X Protease Inhibitor. Twenty percent of the volume was saved for immunoblotting protein analysis, while the remaining 80% was saved for RNA precipitation.

### End-point PCR

RNA was extracted and purified from the input and supernatant samples using the GeneJET RNA Purification Kit (Thermo Fisher Scientific, cat# K0731). RNA was extracted from IP samples through phenol-chloroform extraction. The first extraction was performed using 25:24:1 Phenol:Chloroform:Isoamyl (Thermo Fisher Scientific, cat# am9730), and the second extraction was performed using ≥99.8% chloroform (J. T. Baker, cat# UN1888). Reverse transcription was performed using the SuperScript III kit (Invitrogen, cat# 18080044) to create cDNA. PCR was performed on this cDNA using Q5 Hotstart High-Fidelity polymerase (NEB, cat# m0949S) and primers specific to *SLC7A5*, *SLC3A2*, and *SLC1A3*, as well as the housekeeping gene *UBN1*. For *SLC7A5* and *SLC3A2*, the PCR of the input and supernatant samples was performed with 26 cycles. For all other samples, including the IP and No RT samples of *SLC7A5* and *SLC3A2* and all samples for *SLC1A3* and *UBN1*, 32 cycles were used. PCR amplification was visualized through agarose gel electrophoresis.

### Western blotting

Protein concentration of cell lysates was determined using a Bradford assay (Bio-Rad Protein Assay Dye, Bio-Rad, cat# 5000006) with absorbance at 595 nm measured using a Pharmacia LKB Ultrospec III UV/Vis spectrophotometer. Twenty-five micrograms of protein extracts from cell lysates were run on a 4 to 15% Tris-Glycine eXtended (TGX) gel (Mini-PROTEAN TGX gel, Bio-Rad, cat# 456083). The gel was transferred to a 0.2 μm nitrocellulose membrane (*Trans*-Blot Turbo Transfer Pack, Bio-Rad, cat# 1704158) using a Bio-Rad *Trans*-Blot Turbo Transfer System. The primary antibodies used in immunoblotting were anti-ZONAB (Bethyl, Cat# A303-070A, RRID:AB_10893576), 1:2000; anti-ACTIN clone C4 (Millipore, Cat# MAB1501, RRID:AB_2223041), 1:5000; anti-ASCT2 V501 (Cell Signaling, Cat# 5345, RRID:AB_10621427); 1:2000 to 1:10,000 depending on cell line, anti-LAT1 (Cell Signaling, cat# 5347, RRID:AB_10695104), 1:2000; and anti-CD98 (H-300) (Santa Cruz Biotechnology, cat# sc-9160, RRID:AB_638288), 1:10,000. Secondary antibodies used were TrueBlot Anti-Rabbit IgG horseradish peroxidase (HRP) (Rockland, cat# 18-8816-31), 1:10,000; Goat Anti-Rabbit IgG H&L HRP (Abcam, cat# ab205718), 1:10,000 and Goat Anti-Mouse IgG H&L HRP (Abcam, cat# ab205719), 1:10,000. ImageJ (https://imagej.nih.gov/ij/) was used to quantify the relative intensity of protein to the levels of the ACTB loading control on the Western blots in Figure 2, Figure 3*A*, and 6, *C* and *D* following the web-based tutorial: http://lukemiller.org/index.php/2010/11/analyzing-gels-and-western-blots-with-image-j/.

### Molecular cloning of NanoLuc reporter RNAs

pCDNA5-FRT-TO-NanoLucPEST MS2x6 (gift from Dr Michael D. Sheets, University of Wisconsin-Madison) was digested with restriction enzymes, NotI-HF (NEB cat# R3189S) and SwaI (NEB cat# R0604S), following protocols as described by NEBCloner. All inserts were amplified from C2C12 cDNA. Primers (Table S2) were designed against the following RefSeq: SLC1A5 NM_009201.2, SLC7A5 NM_011404.3, SLC3A2 NM_001161413.1 and SLC1A3 NM_148938.3. All PCR-amplified inserts were each cloned into the NotI and SwaI sites of pcDNA5-FRT-TO-NanoLucPEST MS2x6 vector *via* Gibson Assembly. All assembled plasmids were confirmed *via* Sanger sequencing (GENEWIZ from Azenta Life Sciences). Of note, the SLC7A5 3′ UTR contained only the second half of the SLC7A5 3′ UTR, sequence coordinates: nucleotide 947 to nucleotide 1894.

## Data availability

All data that supports the findings of this study can be found within the manuscript and Supporting information except for the raw RNAseq data. The raw RNAseq data can be found at GEO: GSE240445.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The YBX3 RNA-binding protein posttranscriptionally controls SLC1A5 mRNA in proliferating and differentiating skeletal muscle cells
**Source:** J Biol Chem. 2023 Dec 29;300(2):105602. doi: 10.1016/j.jbc.2023.105602
**Supplement:** Supporting Figures S1–S6

**Supplemental Information for:**

**The YBX3 RNA-binding protein posttranscriptionally controls *SLC1A5* mRNA in proliferating and differentiating skeletal muscle cells**

Silina Awad<sup>^</sup>, William Skipper<sup>^</sup>, William Vostrejs<sup>^,2</sup>, Kendal Ozorowski<sup>3</sup>, Krister Min<sup>4</sup>, Liva Pfuhler<sup>5</sup>, Darshan Mehta and Amy Cooke<sup>1,6\*</sup>

<sup>^</sup> These authors contributed equally to this work.

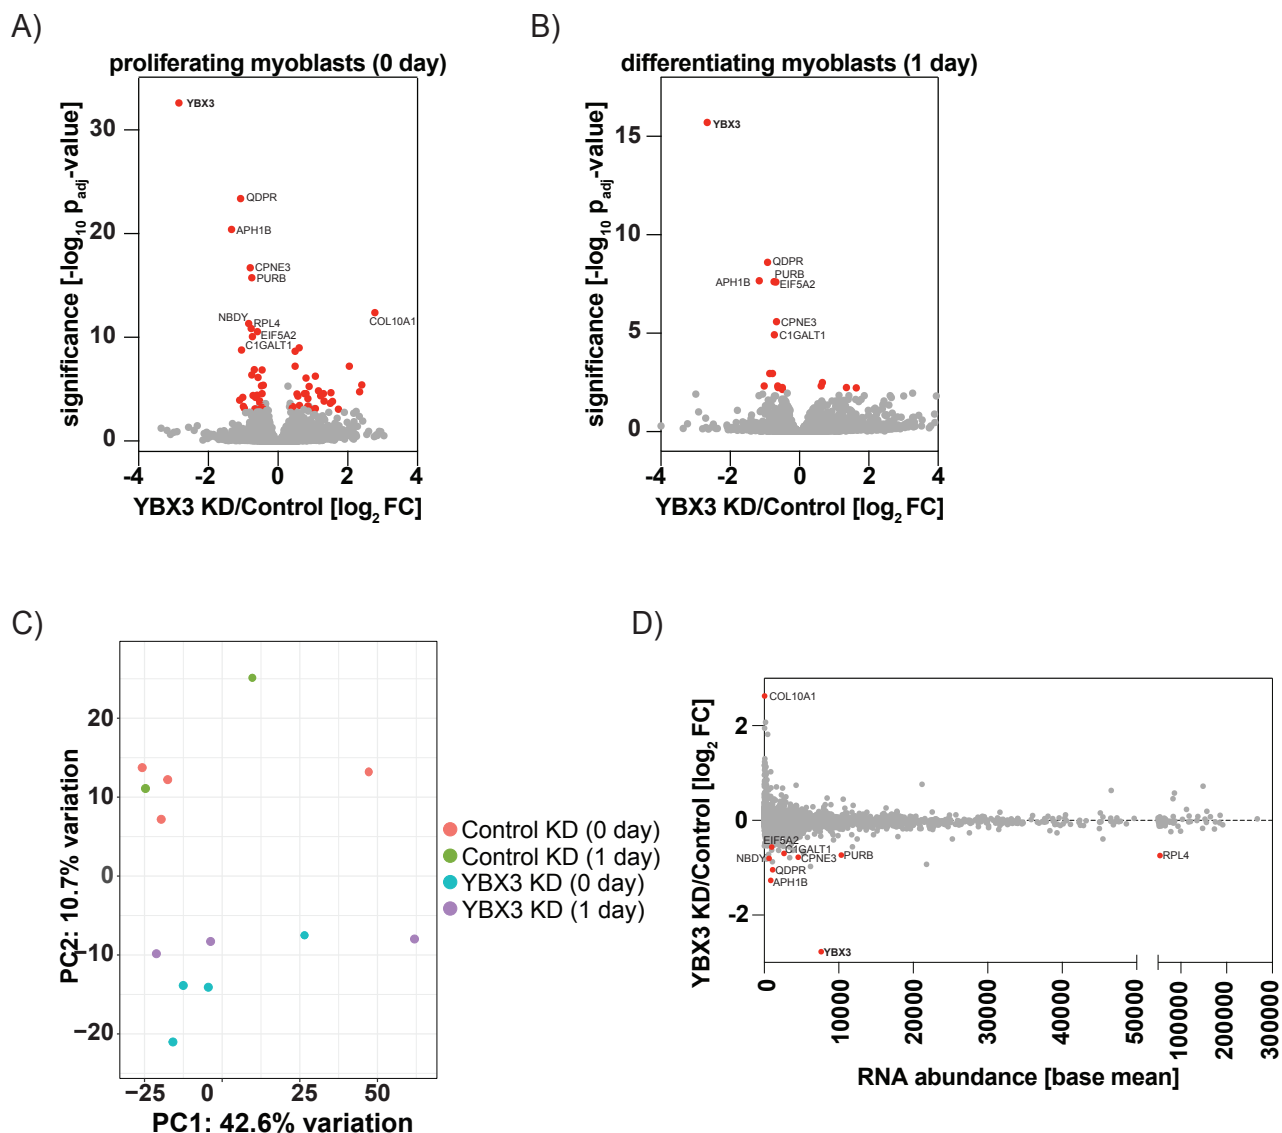

**Figure S1, related to Figure 1: Transcriptomic Changes Elicited by YBX3 Knock Down in Skeletal Muscle Cells.** A & B) Volcano plot of altered transcripts from proliferating (A) or differentiating (B) myoblasts. RNAs were classified as significant ( $\text{FC} > \pm 1.3$  and  $p\text{-adjusted} < 0.001$ ; red dots) or non-significant (gray dots). Labels of significantly altered transcripts with a  $p\text{-adj}$  of 0.0001 indicated. C) Principle component analysis (PCA) for RNAseq libraries generated from cells treated with YBX3 (YBX3 knock-down (KD)) or control (Control KD) siRNAs. D) RNA abundance versus  $\log_2 \text{FC}$  for changes in RNA levels of cells transfected with siRNAs to YBX3 versus control. RNAs were color coded as in (A) & (B).

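In proliferating myoblasts, 8 genes were called between YBX3 KD and control KD, 1 higher and 7 lower, and 81 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The higher gene was Col10a1, with a log2 fold change of 2.81 (adjusted p = 8.26e-04). With DESeq2 the number called was 99. With edgeR and each library left out in turn, between 0 and 4 genes were called, with 0 without control KD replicate A, B or C or any YBX3 KD replicate of 0 day. In differentiating myoblasts no gene was called, 12 had an adjusted p-value under 0.05, and 1327 had an unadjusted p-value under 0.05. Ybx3 had a log2 fold change of -2.71 (standard error 0.27) there, with an adjusted p-value of 0.00570. With 3 YBX3 KD and 2 control KD libraries, the same test called 50.5% of 200 simulated genes changed by 2 on the log2 scale and 0% of those changed by 1. With DESeq2 22 genes were called at 1 day. DESeq2 with the replicate letter as a block, a setting chosen after seeing the data, called 248 at 0 day and 149 at 1 day.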

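Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes. The first component held 29.6% of the variance and the second 12.0%. The 4 libraries of replicate D, from both siRNAs and both days, had first component scores from 18.5 to 40.2, and the other 9 libraries had scores from -21.9 to -3.67. The replicate letter accounted for 90.0% of the variance of the first component's scores, the siRNA for 0.0288% and the day for 0.970%. The siRNA accounted for 64.7% of the scores of the fourth component, which held 7.73% of the variance. With all tested genes, the first component held 37.6%, and the siRNA accounted for 82.4% of the scores of the second component.

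**Figure D3:**
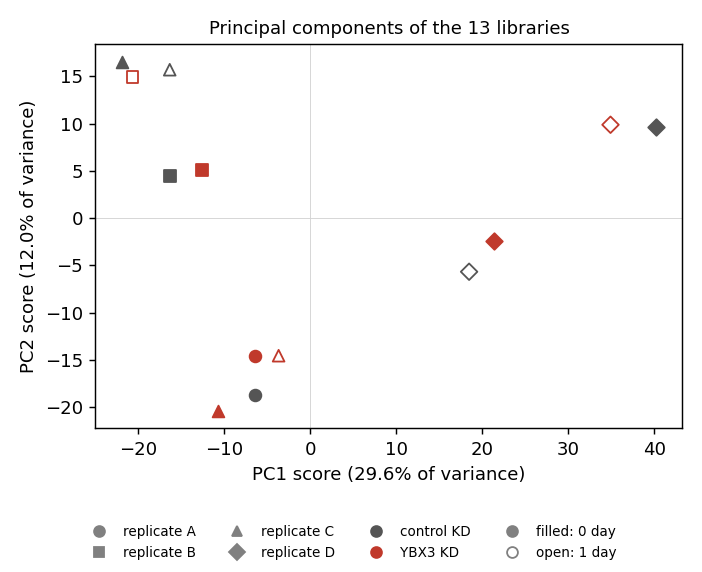
First (horizontal axis) and second (vertical axis) principal component scores of the 13 RNAseq libraries, with a point for each library, its shape giving the replicate letter, its color the siRNA and its fill the time point. The 4 libraries of replicate D lie to the right, from 18.5 to 40.2 on the first component, and control KD and YBX3 KD libraries are mixed along it.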

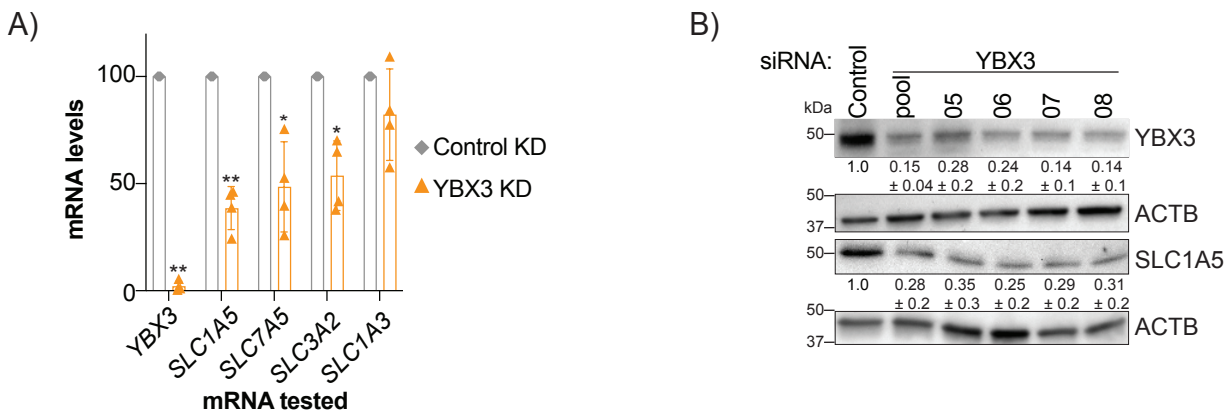

**Figure S2, related to Figure 2: YBX3 depletion reduces SLC1A5 expression in C2C12 and NIH3T3 mouse cells but not in HeLa, HepG2 or HCT116 human cell lines.** A) Reverse transcription quantitative polymerase chain reaction (RT-qPCR) of relative mRNA levels after YBX3 KD versus control KD in C2C12 cells before differentiation initiation (i.e., proliferating myoblasts). \*\* $p < 0.01$  and \* $p < 0.05$  with paired Student's t-test,  $n \geq 3$ . All RT-qPCR values normalized to *UBN1* mRNA levels. B) Immunoblot analysis of protein levels for YBX3 and SLC1A5 along with actin loading control (ACTB) in cells transfected with single YBX3 siRNAs (05, 06, 07, & 08) versus the YBX3 pool and control siRNAs.

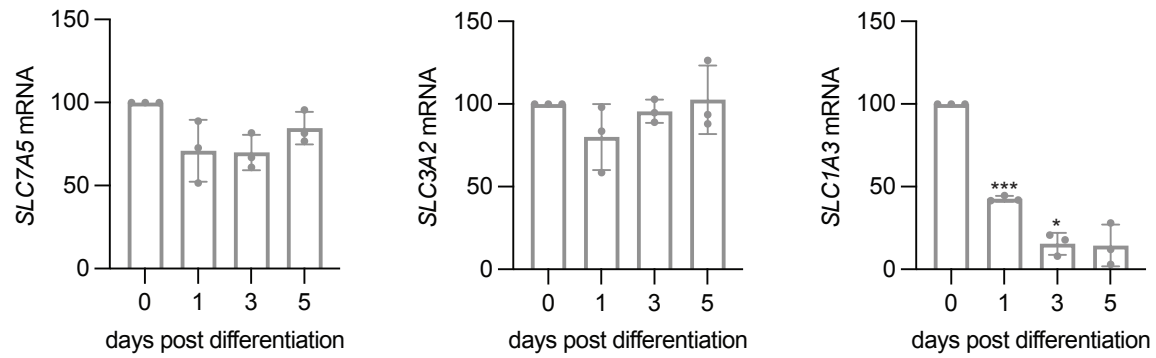

**Figure S3, related to Figure 3: YBX3 and SLC1A5 protein expression increases throughout differentiation independent of changes in mRNA.** RT-qPCR of *SLC7A5*, *SLC3A2*, and *SLC1A3* relative mRNA levels across 5 days of differentiation. \*\*\* $p < 0.001$  and \* $p < 0.05$  with paired Student's t-test,  $n \geq 3$ . RT-qPCR values normalized to *UBN1* mRNA levels.

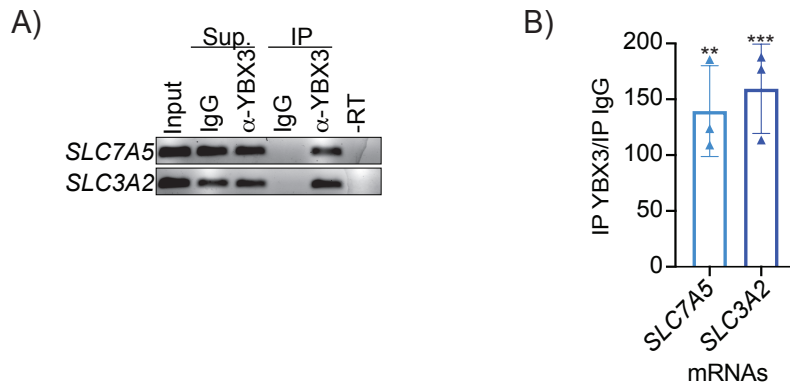

**Figure S4, related to Figure 4: YBX3 interacts with *SLC1A5* mRNA in skeletal muscle cells**  
A) Endpoint PCR of indicated mRNAs from each sample in (Figure 2A),  $n \geq 3$ . B) RT-qPCR of indicated mRNA from IP samples plotted as a ratio of YBX3 IP/Control IP. RT-qPCR values normalized to input mRNA levels. \*\*\* $p < 0.001$  and \*\* $p < 0.01$  with paired Student's t-test,  $n=3$ .

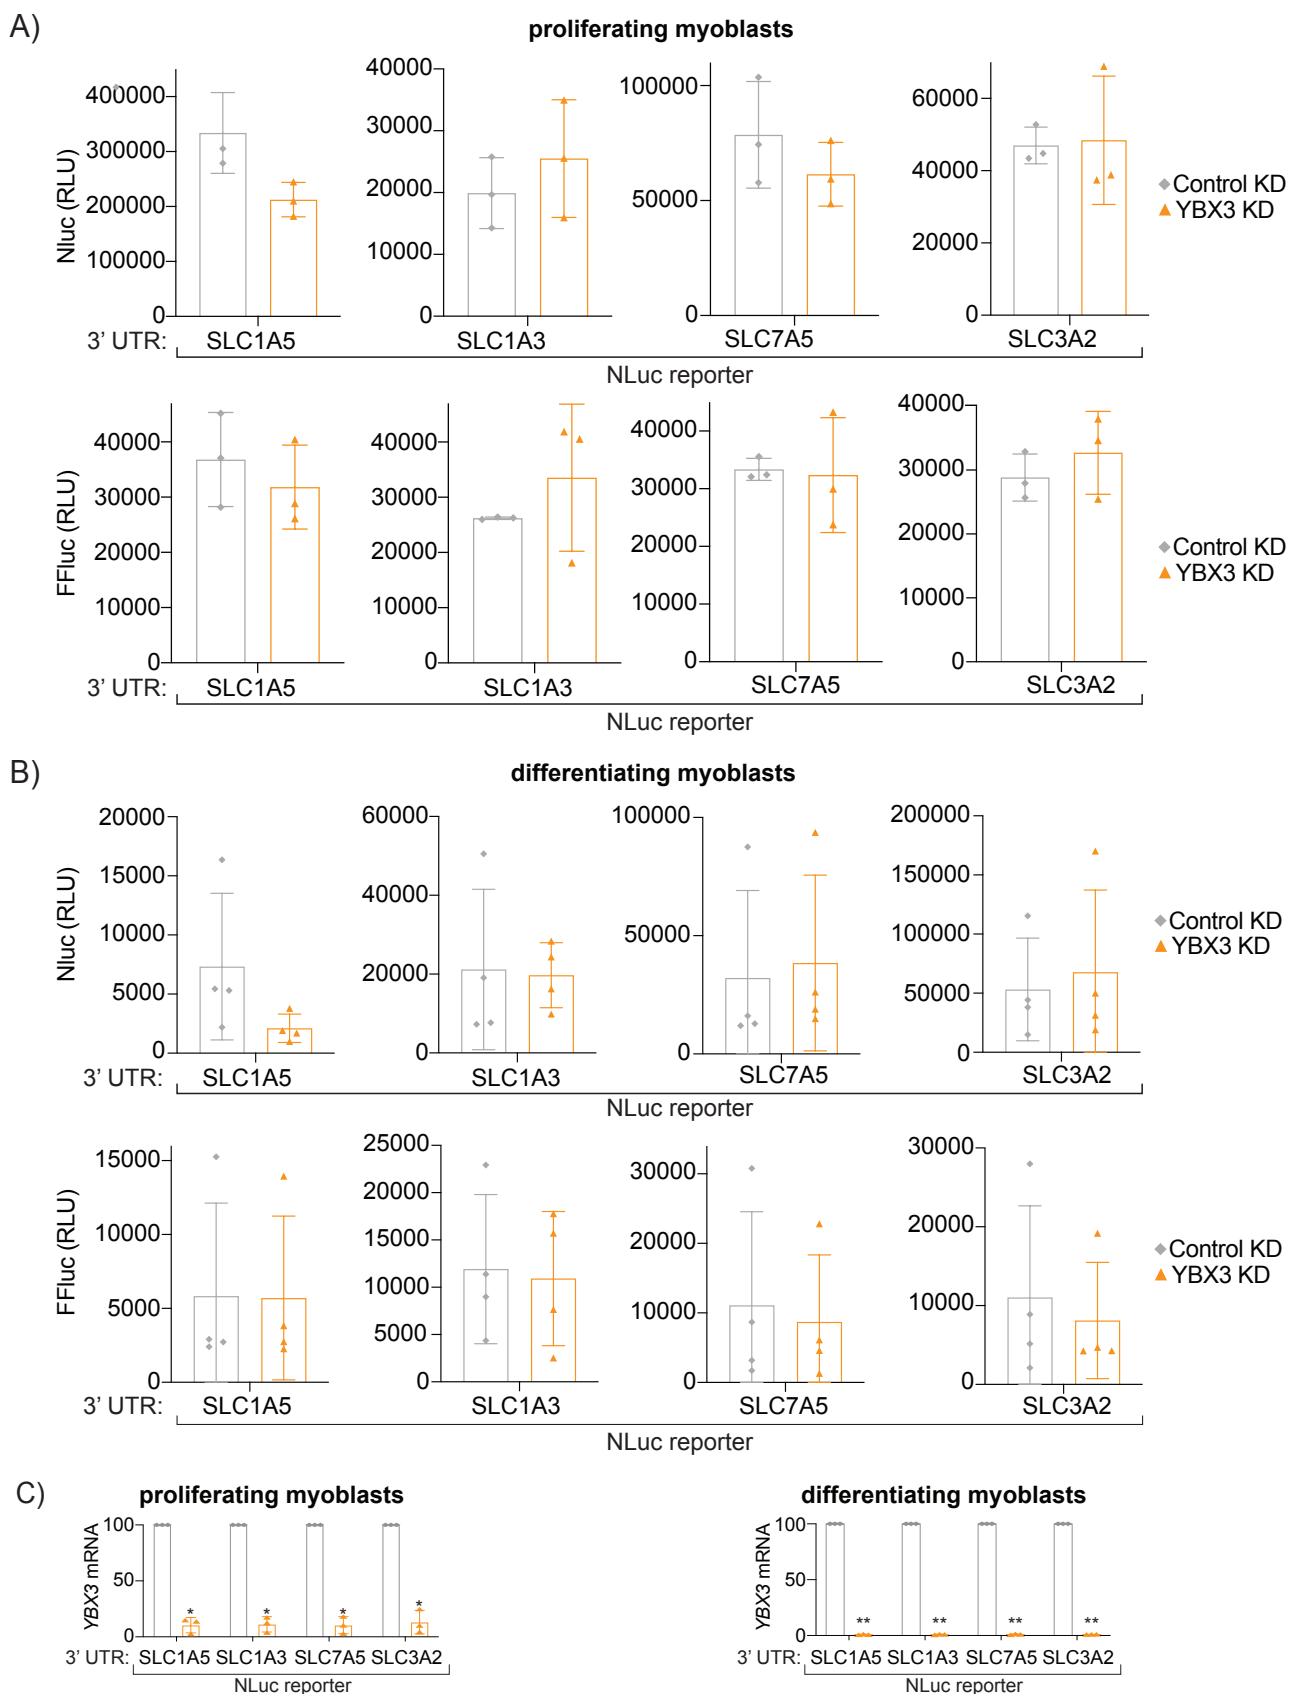

**Figure S5, related to Figure 5: *SLC1A5* 3' UTR is sufficient for YBX3 regulation** A & B) luciferase assay of NanoLuc (NLuc; top) or firefly (FFLuc; bottom) reporter expression with the indicated SLC 3' UTRs (SLC1A5, SLC1A3, SLC7A5, and SLC3A2) in proliferating (A) or differentiating (B) cells. All luciferase assay data are displayed as single points, mean  $\pm$  SD.  $n > 3$ . C) RT-qPCR of YBX3 mRNA levels after YBX3 KD versus control KD in proliferating (left) or differentiating (right) transfected luciferase samples. \*\* $p < 0.01$  and \* $p < 0.05$  with paired Student's t-test,  $n > 3$ .

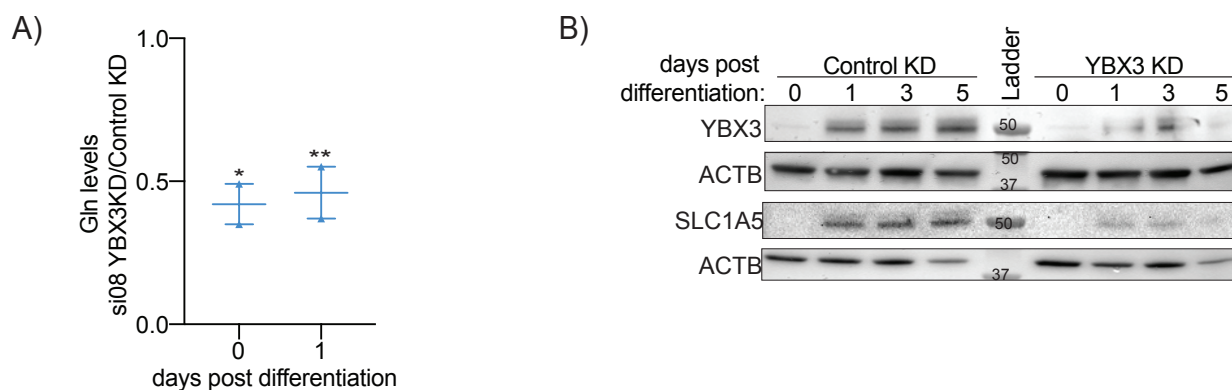

**Figure S6, related to Figure 6: YBX3 depletion specifically reduces intracellular glutamine and inhibits cell proliferation and differentiation.** A) Relative concentration of glutamine (Gln) in C2C12 cells transfected with the single si08 YBX3 (YBX3 KD) or non-targeting siRNA (control KD) before (0 day) or 1-day post-differentiation (1-day). Box plot displays standard deviation and the line marks the median value for the replicates. Each point indicates a biological replicate,  $n = 2$  and  $**p < 0.01$  and  $*p < 0.05$  with paired Student's t-test. B) Immunoblot analysis of protein levels for YBX3 and SLC1A5 expression along with actin loading control (ACTB) in cells transfected with non-targeting (control KD) or YBX3 targeting (YBX3 KD) siRNAs at 0, 1, 3 and 5-days post differentiation.

# Supplementary material for: The YBX3 RNA-binding protein posttranscriptionally controls SLC1A5 mRNA in proliferating and differentiating skeletal muscle cells
**Source:** J Biol Chem. 2023 Dec 29;300(2):105602. doi: 10.1016/j.jbc.2023.105602
**Supplement:** Supporting Tables S1 and S2 legend

**Supplemental Table 1: RNAseq analysis with Deseq2.** Mapped reads from YBX3 KD were compared to mapped reads from Control KD samples to determine significantly expressed genes. *Tab 1:* Description. *Tab 2:* YBX3 KD vs Control KD tab: YBX3 KD vs Control KD for all genes identified between proliferating myoblasts (0 day) and differentiating myoblasts (1 day). *Tab 3:* 0 day YBX3 KD vs Control KD tab: YBX3 KD vs Control KD for all genes identified between proliferating myoblasts (0 day). *Tab 4:* 1 day YBX3 KD vs Control KD tab: YBX3 KD vs Control KD for all genes identified between differentiating myoblasts (1 day). *Tab 5:* 0 day vs 1 day Control KD: 0 day vs 1 day for all genes identified between the two timepoints in Control KD. *Tab 6:* Decreased padj .001  $\log_2FC < -0.4$  tab: significantly altered genes with reduced expression in YBX3 KD vs Control KD. *Tab 7:* Increased padj .001  $\log_2FC < 0.4$  tab: significantly altered genes with increased expression in YBX3 KD vs Control KD.

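Between 1 day and 0 day in control KD, no gene was called, none had an adjusted p-value under 0.05, and 251 had an unadjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 1 day and 0 day in YBX3 KD, 0 genes were called and 791 had an unadjusted p-value under 0.05. The control comparison rests on 2 libraries at 1 day. At that size, 57% of 200 simulated genes changed by 2 on the log2 scale were called and 76% had an adjusted p-value under 0.05, against 1.5% and 48.5% for genes changed by 1. Over this step, Slc1a5 in control KD had a log2 fold change of -0.02 (standard error 0.14) and Ybx3 one of 0.06 (standard error 0.25).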

**Supplemental Table 1: Primers and siRNAs used in study.** *Tab 1:* qPCR & endpoint PCR primers: List of primer sequences for qPCR and endpoint PCR analysis. *Tab 2:* Cloning primers gene sequences: List of primer sequences for cloning the 3' UTRs of indicated genes. *Tab 3:* siRNA sequences: List of siRNAs used in the study including non-targeting controls and human and mouse YBX3.

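An siRNA guide of 19 bases pairs along its whole length with the mRNA it cuts, and its positions 2 to 8, the seed, can also pair with the 3' untranslated regions of other mRNAs. The table lists 4 siRNAs against mouse YBX3, and each has a full match of 19 bases in the canonical Ybx3 transcript. All 4 sites lie in the coding sequence, on the minus strand of chromosome 6 of GRCm39. The site of siRNA 05, CGACGTCCCTACAACTATA, is in exon 7 of 9 from 131345399 to 131345417. That of siRNA 06, GTACAGACGCGGCTACTAT, is in exon 5 from 131356348 to 131356366. That of siRNA 08, AAACAACCCACGCAAGTAT, is in exon 4 from 131357896 to 131357914. That of siRNA 07, CGTCAGAAATGGATATGGA, is in exon 2 from 131361477 to 131361495. The 4 nontargeting siRNAs have no full match in that transcript.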

How the deposited data were processed for this re-analysis (not part of the article)

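RNA from C2C12 cells transfected with nontargeting siRNAs (control KD) or siRNAs to YBX3 (YBX3 KD) was sequenced in proliferating myoblasts (0 day) and in differentiating myoblasts after 24 h in differentiation medium (1 day), each 48 h after transfection. The 13 libraries comprise 4 control KD and 4 YBX3 KD libraries at 0 day (replicates A to D), 2 control KD libraries at 1 day (C and D) and 3 YBX3 KD libraries at 1 day (B to D). The authors mapped the reads with Salmon to GRCm39 with Gencode M30 and deposited estimated counts for each gene, which were not normalized. The values are whole numbers. The paper's text does not name the step that summed the estimates by gene and made them whole.

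Library totals, the number of genes tested and the TMM factors are given at the results. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and sequences in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Genes were kept by edgeR's filterByExpr on the 4 groups and scaled by TMM. The comparisons used edgeR's quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest with default settings) and Benjamini-Hochberg adjustment. YBX3 KD was compared with control KD over both time points with the day as a term. The contrasts within a time point, the difference between the time points and the steps from 0 day to 1 day came from a fit with a coefficient for each group. A gene was called at an absolute fold change above 1.3 and an adjusted p-value under 0.001. Positions and symbols are those of GENCODE vM39, joined by Ensembl identifier.

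The libraries carry a replicate letter and a number in the title that disagree at 1 day. To see which pairs the samples, residuals of log2 CPM after removal of the group means were correlated between libraries of different groups. All 16 pairs of libraries with the same letter had a correlation above 0.1 (0.117 to 0.730, median 0.338), against 11 of 46 other pairs (median -0.146). With the title number, 8 of 16 pairs did (median 0.0933). Removal of the group mean makes the residuals of the 2 control KD libraries at 1 day exact opposites. Their correlations with any other library thus differ only in sign, such as 0.355 and -0.355, and are not separate evidence. By these values the letters pair the samples more closely than the title numbers. This was clearest for replicate D, whose pairs had correlations of 0.409 to 0.730. Among replicates A to C, pairs of the same letter and of different letters overlapped, and a pair of different letters reached 0.419. No pair of libraries of a group was a duplicate (chi-square per degree of freedom of 18.96 to 275.2 over 16 pairs).

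The genes named were every gene that the paper names from the RNAseq or measures in C2C12 cells, Slc1a4 and Ybx1, which it mentions, Rpl10a, and for each comparison the 3 called genes with the smallest p-values in each direction. Others are marked as chosen after their values were seen. The lists of genes were cytosolic and mitochondrial ribosomal proteins, collagens, SLC transcripts and the Serpinb9 family by symbol, and targets of NRF2 (with and without Nqo1, G6pdx and Pgd), targets of ATF4, proliferation, muscle differentiation and interferon response by hand. Part of Table S1 had been seen when the lists were written. They were tested with limma's camera (preset inter-gene correlation 0.01) and fry. Matches to the seeds of the siRNAs of Table S2 were counted in the 3' untranslated regions of 12930 tested genes, and mean log2 fold changes of genes with a match, adjusted for the length and GC content of the region, were ranked among all heptamers. The result of 1 called gene is not reported here.

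The methods were tested on simulated counts with the libraries' own sizes and dispersions and 200 changed genes. Each gene was drawn independently, with no difference between replicates that genes share. The alternatives tried were DESeq2, limma-voom with sample quality weights, relative log expression factors, no filter, a minimum of 10 counts in every library, the legacy quasi-likelihood fit, no day term, 1 surrogate variable, the replicate letter or title number as a block, only the libraries compared, an adjusted p-value of 0.05, an absolute log2 fold change over 0.4, and each library left out in turn. DESeq2 with the letter as a block, DESeq2 on only the libraries compared, fry with the letter as a block and leaving out all 4 libraries of replicate D were added after seeing the data. Independent hypothesis weighting, gene ontology and the raw reads were not used here.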

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

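The tests of library size in replicate D, with and without thinning, of the summed counts of the Serpinb9 family, and of trends with transcript length in this family and in the NRF2 targets were chosen after the results were seen. The other tests were set earlier.

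In 8 of 72 groups of 4 libraries, the highest or the lowest library lay farther from the others than Dixon's 95% critical value allows. Chance alone gives this in about 1 in 20 groups, or 3.6 of 72. In control KD at 0 day, replicate D was far below the others for Slc1a3 (14.8 CPM against 36.6 to 40.2, a gap of 0.858 of the range) and far above them for Ubn1 (76.5 against 62.5 to 63.7 CPM, gap 0.912), Nqo1 (136 against 88.3 to 92.5 CPM, gap 0.912) and Pgd (356 against 295 to 306 CPM, gap 0.830). In YBX3 KD at 0 day, replicate D was below the others for Slc1a5 (22.2 against 25.4 to 25.6 CPM, gap 0.957). Replicate A was above them for Myog (0.678 against 0.179 to 0.2504 CPM, gap 0.856) and replicate C below them for Col6a4 (1.41 against 1.65 to 1.70 CPM, gap 0.847).

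Replicate D was the farthest library in 5 of the 8 groups, and its 4 libraries stand apart on the first principal component. Replicate D had the lowest total of its group in 3 of 4 groups, and 3 of its 4 totals lay within the range of the other 9 libraries. With every library thinned to the smallest total, a gap of 20.5 remained on this component between the lowest replicate D score (17.25) and the highest other score (-3.263), which argues against library size. The share of counts in the 10 most abundant genes lay within their range in all 4. Transcript length and GC content accounted for 1.40% of the variance over genes of the log2 fold changes between replicate D and the other letters. A difference in the cells or their handling between replicates may remain, but the labels and the paper give no batch. The design names no condition that sets replicate D apart, so no biological explanation was tested.

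The total counts of YBX3 KD replicate B at 0 day, 71811371 against 41868570 to 46843516 in the others, gave a gap of 0.834 of the range. This is a difference in depth, for which the libraries were scaled, and no biological explanation was tested.

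The 8 tested genes of the Serpinb9 family, which the paper does not discuss, were higher in YBX3 KD (median log2 fold change 1.48, camera adjusted p = 6.81e-11, fry adjusted p = 0.00136). Over the alternatives the adjusted p-value ran from 2.52e-12 to 0.121, the highest with an estimated inter-gene correlation. Their summed counts rose from 79.4 ± 7.78 CPM (SD, n = 6) to 121 ± 22.9 CPM (SD, n = 7), and all 7 YBX3 KD libraries were above all control KD libraries. Reads shared between near-identical copies would move counts within the family and leave its sum, which rose 1.53 times. A trend with transcript length and GC content left a median of 1.42. An effect of YBX3 KD or of the transfected siRNAs may remain, and these were not separated. Part of Table S1, which comes from the same libraries, had been seen when the lists were written. The p-values for this family are thus not an independent test.

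Without Nqo1, G6pdx and Pgd, the 15 other NRF2 targets were lower in YBX3 KD (median log2 fold change -0.11, 13 of 15 lower, camera adjusted p = 0.00139, fry adjusted p = 0.0224). Over the alternatives it ran from 1.24e-04 to 0.175, the highest with an estimated correlation. The median was -0.18 after the fit on transcript length and GC content. Without this fit it was -0.20 at 0 day (camera adjusted p = 4.21e-04, fry 0.0387). At 1 day it was -0.0952 (camera adjusted p = 0.125, fry 0.341). The difference between days was not tested for this list. Without the genes that carry a seed match of the YBX3 siRNAs the camera p-value was 0.00354 and the fry p-value 0.0113. This argues against direct repression of the listed genes through the seeds as the whole cause. Effects of the seeds through other genes were not tested. A change in the oxidative stress response after YBX3 KD may remain as a hypothesis, found and tested on the same libraries.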

How the results depend on the processing

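The thresholds and the alternatives were chosen before the data were examined, except DESeq2 and fry with the replicate letter as a block, DESeq2 on only the compared libraries, and leaving out replicate D. Where a value changed below, the cause was not tested.

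Over both time points 19 genes were called. The number was 183 (101 higher, 82 lower) with DESeq2, 185 (100 and 85) with limma-voom, 182 (101 and 81) with DESeq2 without the day term, 216 (119 and 97) with 1 surrogate variable, 285 (188 and 97) at an adjusted p-value of 0.05, and 110 (41 and 69) without the 4 libraries of replicate D. All 19 genes were also called with DESeq2, limma-voom and the surrogate variable, and 18 without replicate D. Across the 13 fits that each left out a library, 9 to 21 genes were called, with 9 without replicate A or C at 0 day of either siRNA, 10 without replicate B at 0 day of either, 11 without YBX3 KD replicate D at 0 day, 12 without control KD replicate C or D or YBX3 KD replicate B at 1 day, and 21 without control KD replicate D at 0 day. Of the 19 genes, 9 were called in all 13 of these fits. Relative log expression factors (20), no filter (14), at least 10 counts (21), the legacy fit (19), edgeR without the day term (23) and a log2 fold change over 0.4 (19) stayed within 1.5 times of this count.

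With the replicate letter as a block 23 genes were called (6 higher, 17 lower), 14 of them among the 19. Dglucy, Srpra, Rpl4 and Pygb were among those not called (adjusted p-values of 0.00128 to 0.00163 in that fit), and 9 other genes were. With the title number as a block, which does not pair the samples, 10 genes were called (0 higher, 10 lower), and with DESeq2 and the letter as a block 428 (272 and 156). The letter as a block changed no other call of edgeR among the genes that the paper names. Among all other results it left 54 the same and made 2 weaker.

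In proliferating myoblasts 8 genes were called. The number was 99 (49 and 50) with DESeq2, 43 (19 and 24) with limma-voom, 2 with no filter, 5 with the legacy fit, 2 with only the compared libraries, 144 (75 and 69) with DESeq2 on those, 14 (7 and 7) without replicate D, 78 (40 and 38) at an adjusted p-value of 0.05, and 248 (139 and 109) with DESeq2 and the letter as a block. Leaving out 1 library gave 0 to 4, so that each of the 13 libraries moved this count. In differentiating myoblasts the count of 0 became 22 (5 and 17) with DESeq2, 149 (68 and 81) with DESeq2 and the block, and 12 (1 and 11) at an adjusted p-value of 0.05, where 1327 genes had an unadjusted p-value under 0.05. It was 0 to 2 across 11 fits that left out a library, with 2 without YBX3 KD replicate C at 1 day. The fits without control KD replicate C or D at 1 day leave that group with 1 library, and no calls were made there.

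For the difference between time points DESeq2 called 1 gene and DESeq2 with the block 25 (8 and 17). For 1 day against 0 day, DESeq2 with the block called 10 (5 and 5) in control KD and 8 (3 and 5) in YBX3 KD, and DESeq2 called 2 in YBX3 KD. Of the SLC transcripts, 1 was called with DESeq2, limma-voom, DESeq2 without the day term, the surrogate variable, or without replicate D, 3 at an adjusted p-value of 0.05 and 4 with DESeq2 and the block. Adjusted over the list alone, the numbers were 1 with DESeq2 with or without the day term, 3 with limma-voom or the surrogate variable, 4 at 0.05 and 5 with DESeq2 and the block, and 0 to 1 with a library left out (1 without YBX3 KD replicate B at 1 day).

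The share of called genes below the median abundance was 46.4% with DESeq2, 57.2% at an adjusted p-value of 0.05, and 0% against the median of all genes with at least 1 count. The first principal component held 37.6% with all tested genes. Of the 11 lists, 4 passed with fry, 0 with an estimated correlation (3 at an unadjusted p-value under 0.05), 6 with fry and the letter as a block, and 9 to 11 with camera and a library left out. The SLC list reached an adjusted p-value of 0.0773 without YBX3 KD replicate D at 1 day, muscle differentiation 0.0736 without YBX3 KD replicate C at 1 day, and the ATF4 targets 0.0144 without YBX3 KD replicate B at 1 day.

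Directions changed as follows. For Slc3a2 the log2 fold change of 0.02 was -0.0550 with limma-voom, -0.0333 without replicate D, -0.0063 with DESeq2 and the letter as a block, and -0.0712 (without control KD replicate D at 1 day) to 0.0770 with a library left out. In differentiating myoblasts it was -0.0737 without replicate D and -0.15 to 0.44 with a library left out, and in proliferating myoblasts -0.10 to 0.0156. Slc7a5 in differentiating myoblasts ranged from -0.42 to 0.0428, and Myog over both time points from -0.0807 (without YBX3 KD replicate C at 1 day) to 1.47. For 1 day against 0 day in control KD the ranges were -2.84 to 0.22 for Myog, -0.77 to 0.83 for Myod1 and -3.21 to 0.0417 for Myh1. Each of these control KD ranges has its low end without control KD replicate C at 1 day. Ybx3, Slc1a5 and Slc2a13 kept their direction in all 29 settings.

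The mean difference of genes with a seed match of the 4 YBX3 siRNAs, -0.0365, was -0.0020 with hexamers. Other results stayed the same in 36 cases and were stronger in 9 with DESeq2, 35 and 9 with limma-voom (1 reversed), 45 and 0 with the legacy fit, and 25 and 7 with the surrogate variable. Without replicate D 51 stayed the same, 1 was stronger, 2 weaker and 2 reversed. For siRNA 05 the difference changed sign, to -0.0066 over whole transcripts and -0.0057 with hexamers. For the nontargeting siRNAs it changed to -0.0006 for siRNA 3 with hexamers, -0.0086 over whole transcripts and -0.0030 with hexamers for siRNA 4, and -0.0039 for all 4 with hexamers.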

Differences from the paper's values

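The paper reports 68 transcripts changed over both time points, and 19 genes were called here. Of these the paper's count of higher transcripts is 34 against 1 here, and its count of lower transcripts is 34 against 18. None of the alternatives set before the data were examined closed the gap for the total, where they gave 9 to 285 genes. These are all fits over both time points. Among the fits compared, the fold changes of the combined tab of Table S1 lay closest to the 0 day contrast of DESeq2. Their median absolute difference from it was 0.0166, against 0.122 from DESeq2 over both time points. That 0 day contrast, chosen after seeing the values, called 99 genes (49 higher, 50 lower).

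The log2 fold changes of 7 genes differed from the paper's Table S1 by more than the larger of the standard errors of the paper and of the value here. For Slc1a5 the paper's value is -0.45 and the value here -0.31; with limma-voom it was -0.36, without control KD replicate D at 0 day -0.36 and without YBX3 KD replicate B at 1 day -0.35, which lie within the error, and the other alternatives set before the data were examined did not. For Qdpr the paper's value is -1.08 and the value here -0.95, and of these alternatives only the fit without YBX3 KD replicate B at 0 day (-0.98) closed the gap. For Nqo1 the paper's value is -0.97 and the value here -0.69, and of these only the fits without control KD replicate C (-0.76) or D (-0.78) at 1 day closed it. For Col10a1 the paper's value is 2.78 and the value here 2.22, and of these only the fit without control KD replicate C at 1 day (2.54) closed it. For Col5a2 the paper's value is 0.61 and the value here 0.51, and of these only the fits without control KD replicate C at 1 day (0.55) or YBX3 KD replicate D at 1 day (0.54) closed it. For Col6a4 (the paper's 2.34, here 1.35) and Rpl10a (the paper's -0.48, here -0.26) none of these alternatives did. The 0 day contrast of DESeq2, a comparison chosen after seeing the values, gave -0.48 for Rpl10a, -0.97 for Nqo1, 2.79 for Col10a1, 0.61 for Col5a2, -0.998 for Qdpr, -0.34 for Slc1a5 and 1.30 for Col6a4.

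The paper states that Slc1a5 was reduced past its thresholds. Here its adjusted p-value was 0.0933, and no setting called it. Over the 29 settings the adjusted p-value ran from 7.68e-06 to 0.232, while the log2 fold change, -0.36 to -0.27, stayed below the fold threshold in size in all of them. The paper states that Slc2a13, G6pdx, Pgd, Nqo1 and the collagens Col10a1, Col6a4, Col5a1 and Col5a2 were changed, none of which was called here over both time points. Col10a1 was called in proliferating myoblasts. DESeq2, limma-voom, the surrogate variable and an adjusted p-value of 0.05 called Slc2a13, G6pdx, Pgd and the 4 collagens. DESeq2 without the day term called these except Col5a1, and limma-voom alone called Nqo1. Col6a4 was also called with relative log expression factors, with at least 10 counts and by edgeR without the day term. DESeq2 with the replicate letter as a block, chosen after seeing the values, called all of them but Nqo1, and G6pdx was called without replicate D, also chosen after seeing the values. The paper states that most changes were among transcripts of low abundance, while 5.26% of the genes called here were below the median of the tested genes. At an adjusted p-value of 0.05 the share was 57.2%. The paper names Rpl10 as an exception of high abundance. Here its log2 fold change was -0.12 (adjusted p = 0.529), and no setting called it.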

Other observations

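The tests of nontargeting seeds in collagens, in the genes higher with DESeq2 and for nontargeting siRNA 1 alone, of the fold changes and of the adjusted p-values of Table S1, of the proliferation genes without replicate D, and of other splits for the fry lists and for SLC transcripts at an adjusted p-value under 0.05 were chosen after the results were seen. The other tests were set earlier.

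The siRNA labels were exchanged among the libraries of each day. Of 100 such splits, the real one included, 1 gave 19 or more called genes, the real one, and the highest other gave 0. At an adjusted p-value under 0.05 with no fold threshold 2 of 100 gave 436 or more genes. The other had 1955 and set 5 of the 6 control KD libraries together with YBX3 KD replicate B of both days. Of the 64 splits that part as many letters as the real one, 1 gave as many (highest other 87). With DESeq2 1 of 100 gave 183 or more called genes (highest other 161), but at an adjusted p-value under 0.05 5 of 100 gave 1107 or more (highest other 3772), so chance could give as many there, and in proliferating myoblasts 1 of 35 gave 8 or more. For 1 day against 0 day in YBX3 KD the real count of called genes is 0, which all 35 of 35 had to reach. That count tests nothing, while 9 of 35 gave 791 or more genes at an unadjusted p-value under 0.05. Likewise the real count of called SLC transcripts is 0, which all 100 of 100 had to reach. In the real split 50 SLC transcripts had an unadjusted p-value under 0.05. At an adjusted p-value under 0.05, 2 of 100 splits gave 8 or more SLC transcripts. For lists, 7 of 100 gave 10 or more with camera, so chance could give as many, and 2 of 100 gave 4 or more with fry. Among the 64 splits that part as many letters these were 10 with camera and 3 with fry.

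Of the 18 genes called lower, 17 are not Ybx3, and seeds of the siRNAs may have lowered part of them. The siRNAs are those of Table S2. The paper does not say which of them were transfected for the RNAseq, and the result for siRNA 08 bears on these libraries only if it was among them. In 0 of 1000 random sets of 4 heptamers were genes with a match as low as for the 4 YBX3 seeds. Of these 17 genes 15 (88.2%) carry a match in the 3' untranslated region, against 33.0% in genes of like length (one-sided permutation p = 0.0001, the smallest they can give), 13 of them for siRNA 08. Of the genes that DESeq2 called lower, 49 of 76 (64.5%) carry one against 31.4% (p = 0.0001 in the same permutation test), while of those called higher 18 of 90 (20.0%) do against 19.1% (permutation p = 0.452). Genes with the siRNA 08 site GCAAGTA (883 of 12930) had a mean log2 fold change lower by 0.0913 than other genes, rank 5 of 16167 heptamers, and rank 93 in the 1 day libraries, which argues against a chance pattern of the 0 day libraries. The other 12 heptamers of this guide ranked 542 or higher, which argues against a sequence trend. The longest match to the guides was 8.29 bases in the called lower genes against 8.32 (permutation p = 0.581), which argues against longer pairing. The nontargeting seeds lay at the 85.7th percentile of random sets, which decides nothing about repression in control KD. The 84 genes with a match to nontargeting siRNA 1 had a mean log2 fold change higher by 0.0774 than other genes, rank 16162 of 16167 heptamers (16151 at 0 day and 16114 at 1 day), as repression in control KD would give. The difference for this siRNA was smaller over whole transcripts (0.0087 in 453 genes, rank 13896 of 16384) and with hexamers (0.0176 in 428 genes, rank 4046 of 4096). Of the genes that DESeq2 called higher, 58 of 90 (64.4%) carry a nontargeting match against 55.9% in genes of like length (one-sided permutation p = 0.0372), so that such repression may have raised part of these. Genes with 2 or more siRNA 08 sites were lower than genes with 1, at means of -0.12 and -0.08 (permutation p = 0.270), which leaves a dose open. With hexamers siRNA 08 ranked 215 of 4096. Eif5a2, Nbdy, Slc1a5, Nqo1 and Pgd carry no match, and loss of YBX3 itself stays open for all of these genes.

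Replicate D differed from the other letters in 8426 of 16848 genes at an adjusted p-value under 0.05 (4351 higher, 4075 lower), such as Tgfbi (log2 fold change 4.52) and Xirp2 (-3.99), which were picked after their values were seen. Of the drawn splits, 8 had all replicate D libraries on the same side, and with edgeR these gave at most 1 gene at an adjusted p-value under 0.05. With DESeq2 they gave up to 2831 such genes and up to 13 called genes.

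The muscle differentiation list was not higher at 1 day than at 0 day in control KD (median log2 fold change -0.47, camera adjusted p = 0.0132, fry adjusted p = 0.956). With the replicate letter as a block the median was -0.40 (camera adjusted p = 0.482, fry 0.898). With only replicates C and D at 1 day in control KD, and markers whose sign depends on which of them is left out, spread between letters and a lack of change cannot be told apart. Of simulated genes with a 4-fold change, 76% had an adjusted p-value under 0.05 with these libraries, which argues against too few libraries for a rise of that size in genes of the usual spread. Cells that had not yet differentiated at 1 day may remain as a hypothesis.

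The combined tab of Table S1, of which 1809 of 55642 genes are held here, was compared with the deposited counts. The median absolute difference of its log2 fold changes from DESeq2 over both time points was 0.12, and from the 0 day contrast of a fit on all 13 libraries 0.0166, which is consistent with that contrast. Of its adjusted p-values 99.8% equal a plain Benjamini-Hochberg adjustment over 16793 genes. The difference from the 0 day contrast was larger in the 1424 genes with more than 1 annotated transcript (median 0.0310) than in the 382 with 1 (0.00123, one-sided permutation p = 0.0001, the smallest they can give), which is consistent with a correction for transcript length that the deposited counts do not hold.

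Cytosolic ribosomal protein genes were lower (81 of 84, median log2 fold change -0.14, camera adjusted p = 1.57e-10, fry 0.156). Their median was -0.24 at 0 day and 0.0279 at 1 day (camera adjusted p = 0.581, fry 0.883), and the difference between days was not tested for the list. Also lower were the mitochondrial ones (74 of 78, median -0.12, camera 3.07e-08, fry 0.202). Without seed matches the cytosolic list had a camera p-value of 2.58e-09, which argues against the seeds as the whole cause. The 3 genes that share a run of 31 bases with Rpl4 fell by 0.592 CPM in sum while Rpl4 fell by 540.3 CPM, which argues against shared reads. The split counts above leave open that chance could give lists of this kind, with 7 of 100.

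Proliferation genes were lower (22 of 22, median -0.42, camera adjusted p = 1.49e-04, fry 0.282), and Cdkn1a, chosen after its values were seen, had a log2 fold change of 1.01 (adjusted p = 0.0175, 6 of 7 libraries above all control KD libraries; 0.0566 without control KD replicate C at 1 day). Without replicate D the list was also lower, with a camera adjusted p-value of 1.47e-16 at the preset correlation. Over all alternatives the camera adjusted p-value ran up to 0.414, with an estimated correlation. The lower direction thus did not rest on replicate D alone. Whether the list shifted beyond the spread of the libraries depends on the test. Without seed matches the camera p-value was 1.94e-04 and the fry p-value 0.248. The list had a median of -0.29 at 0 day (camera adjusted p = 0.0701, fry 0.678). At 1 day the median was -0.66 (camera adjusted p = 4.98e-07, fry 0.341). The difference between days was not tested for this list. A lower rate of division after YBX3 KD may remain.

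Interferon response genes were higher (21 of 22, median 0.54, camera adjusted p = 4.37e-06, fry 0.0624), as were muscle differentiation genes (20 of 22, median 0.49, camera 0.00526, fry 0.221) and SLC transcripts (median 0.06, camera 0.0259, fry 0.0686). The medians at 0 day and 1 day were 0.12 and 1.35 for the interferon response and 0.15 and 0.98 for muscle differentiation, and the difference between days was not tested for these lists. For SLC transcripts the fit on transcript length and GC content left a median of 0.0193. Without replicate D the camera adjusted p-value was 0.0921 for SLC transcripts, 0.100 for muscle differentiation and 4.46e-04 for the interferon response. NRF2 targets were lower (16 of 18, median -0.17, camera 4.37e-06, fry 0.00461), and ATF4 targets went both ways (12 of 21 lower, camera 0.160, fry 0.436).

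For the collagens, a trend with transcript length and GC content left a median log2 fold change of 0.41, which argues against it. The 14 collagens without a match to a nontargeting seed were higher as well (14 of 14, median 0.35), with a camera p-value of 1.34e-06, which argues against repression in control KD as the whole cause for the list. All 4 collagens that the paper names carry such a match, as do 7059 of 12930 genes. In genes of like length the mean share was 55.5% (one-sided permutation p = 0.0391 for 4 of 4), and no value bounds the effect on single genes, so repression in control KD and a rise in YBX3 KD cannot be told apart for these 4.

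Other genes that the paper measures or mentions had log2 fold changes over both time points of -0.39 for Slc1a3 (adjusted p = 0.523), 0.14 for Slc1a4 (0.230), 0.24 for Ubn1 (0.179), -0.17 for Actb (0.272) and -0.29 for Ybx1 (0.207), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That fit does not pair the libraries. By replicate letter and day, Ubn1 was higher and Actb and Ybx1 were lower in 6 of 6 pairs, counted after seeing the data. Slc1a4 was higher in 5 of 6 and Slc1a3 lower in 4 of 6. Over 29 settings the adjusted p-value ran from 0.00471 to 0.324 for Ubn1, 0.0286 to 0.485 for Actb and 0.00148 to 0.411 for Ybx1. Each was called in 0 settings.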
